# Histone deacetylase 3 controls lung alveolar macrophage development and homeostasis

**DOI:** 10.1038/s41467-020-17630-6

**Published:** 2020-07-30

**Authors:** Yi Yao, Queping Liu, Indra Adrianto, Xiaojun Wu, James Glassbrook, Namir Khalasawi, Congcong Yin, Qijun Yi, Zheng Dong, Frederic Geissmann, Li Zhou, Qing-Sheng Mi

**Keywords:** Epigenetics in immune cells, Monocytes and macrophages, Alveolar macrophages, Epigenetics

## Abstract

Alveolar macrophages (AMs) derived from embryonic precursors seed the lung before birth and self-maintain locally throughout adulthood, but are regenerated by bone marrow (BM) under stress conditions. However, the regulation of AM development and maintenance remains poorly understood. Here, we show that histone deacetylase 3 (HDAC3) is a key epigenetic factor required for AM embryonic development, postnatal homeostasis, maturation, and regeneration from BM. Loss of HDAC3 in early embryonic development affects AM development starting at E14.5, while loss of HDAC3 after birth affects AM homeostasis and maturation. Single-cell RNA sequencing analyses reveal four distinct AM sub-clusters and a dysregulated cluster-specific pathway in the HDAC3-deficient AMs. Moreover, HDAC3-deficient AMs exhibit severe mitochondrial oxidative dysfunction and deteriorative cell death. Mechanistically, HDAC3 directly binds to *Pparg* enhancers, and HDAC3 deficiency impairs *Pparg* expression and its signaling pathway. Our findings identify HDAC3 as a key epigenetic regulator of lung AM development and homeostasis.

## Abstract (web summary)

Alveolar macrophages are known to derive from embryonic precursors although the regulation of this process is poorly understood. Here the authors propose a key role for histone deacetylase 3 as an epigenetic regulator of lung alveolar macrophage development.

## Introduction

Alveolar macrophages (AMs), the resident macrophages in lung alveoli, are important for the maintenance of homeostasis in the airways and are involved in the development of a variety of pulmonary diseases^1^. Recent lineage-tracing studies have demonstrated that tissue-resident macrophages (TRMs) originate from embryonic yolk sac (YS) erythro-myeloid progenitors (EMPs) and can self-renew in most adult tissues at steady state without contribution from bone marrow (BM) hematopoietic stem cells (HSCs)^2–4^. YS EMP cells differentiate into premacrophages (pMacs) that colonize all embryonic organs as TRMs starting at embryonic day 9.5 (E9.5)^5^. The YS EMPs also enter the fetal liver (FL) starting from E12.5, where they expand and differentiate into pMacs and/or monocytes that travel to local tissues through the blood and eventually become tissue-specific TRMs^4^. Fetal monocytes begin to accumulate in the developing lung at E14.5 and then differentiate into immature AMs (preAMs) expressing F4/80^int^CD11b^int^, which postnatally mature into AMs expressing CD11c^hi^Siglec-F^hi^CD11b^lo,^^4,6,7^. Like the majority of other TRMs, AMs self-maintain locally at steady state throughout adult life^4,8^. Under stressed conditions, AMs are either self-maintained by local proliferation or completely replaced by bone marrow-derived cells in a challenge-dependent manner^9,10^.

A few genes have been identified as requirements for AM development and homeostasis. Granulocyte macrophage colony-stimulating factor (GM-CSF) was shown to be essential for the perinatal differentiation of fetal monocytes into preAMs and for the full maturation of AMs postnatally^7^. Transforming growth factor-β (TGF-β) is also crucial for the embryonic differentiation of fetal monocytes into preAMs, their postnatal maturation, as well as the homeostasis of adult AMs^11^. Both GM-CSF and TGF-β signaling pathways induce the expression of PPAR-γ, a signature transcription factor essential for the development of AMs^7,11^. Macrophage identity and homeostasis require the precise regulation of gene expression that is governed by different epigenetic mechanisms, such as DNA methylation, histone modification, and chromatin structure^12^. However, very little is known about the epigenetic factors that regulate AM development from EMPs and fetal monocytes, as well as its postnatal homeostasis.

Histone deacetylases (HDACs) are enzymes that regulate gene expression by modifying chromatin structure through the removal of acetyl groups from target histones or through direct deacetylation of non-histone proteins. HDACs exhibit limited substrate specificity and rely on transcription factors with specific DNA-binding and/or chromatin-binding activities in order to target specific genes^13^. Class I HDACs (HDAC1, 2, 3, 8) can assemble into multi-component co-repressor^13^ or co-activator^14^ complexes that regulate the transcription of a broad array of genes which fundamentally impact cellular physiology, organism development, and disease pathogenesis^15–18^. Several pan HDAC inhibitors (HDACi) have been approved by the FDA for anti-tumor therapy^19^. More recently, HDACi was suggested for use in the treatment of asthma and other inflammatory lung diseases^20,21^. HDAC3, belonging to the class I HDAC family, is required for the macrophage inflammatory gene expression program^22^ and serves as an epigenetic brake in macrophage alternative activation^23^. However, it remains unknown whether HDAC3 is involved in the ontogeny and homeostasis of AMs.

In this study, we aim to investigate the role of HDAC3 in the embryonic development and postnatal maintenance of AMs. Using mice with TRM or AM lineage-specific or time-specific HDAC3 deletion and the bone marrow chimeric mouse model, we demonstrate that HDAC3 deficiency leads to severe impairment of AM ontogeny, maintenance, maturation, and regeneration. Single-cell RNA sequencing analyses reveal that AMs have four unique sub-populations and that a lack of HDAC3 gives rise to AM subset-specific pathway dysregulation. Moreover, loss of HDAC3 results in dysregulated mitochondrial oxidative phosphorylation and cell survival. Mechanistically, HDAC3 directly binds to *Pparg* gene enhancers and regulates PPAR-γ signaling during AM development. Our findings uncover HDAC3 as a key epigenetic factor in the regulation of lung AM embryonic development and maintenance after birth.

## Results

### HDAC3 is required for the embryonic development of AMs

Before birth, F4/80^hi^CD11b^int^ pMac-derived fetal macrophages^5^ and F4/80^int^CD11b^hi^ FL monocytes sequentially colonize the developing lung around E12.5 and E14.5, respectively^8^. Fetal monocytes further differentiate into F4/80^int^CD11b^int^ preAMs, which become CD11c^hi^Siglec-F^hi^CD11b^lo^ AMs during the first week of life. To investigate the role of HDAC3 in AMs, we first examined the expression pattern of HDAC3 in the lung fetal macrophages and preAMs during embryonic development, as well as AMs at a young age and adulthood, using qRT-PCR. As shown in Fig. 1a, HDAC3 was expressed in lung fetal macrophages at E14.5 and in preAMs at E16.5 and E18.5, but its expression was dramatically increased in AMs from the young (P14, ~20-fold) and adult (~40-fold) mice. These results suggest that HDAC3 is potentially involved in AM embryonic development and maintenance after birth.

**Fig. 1:**
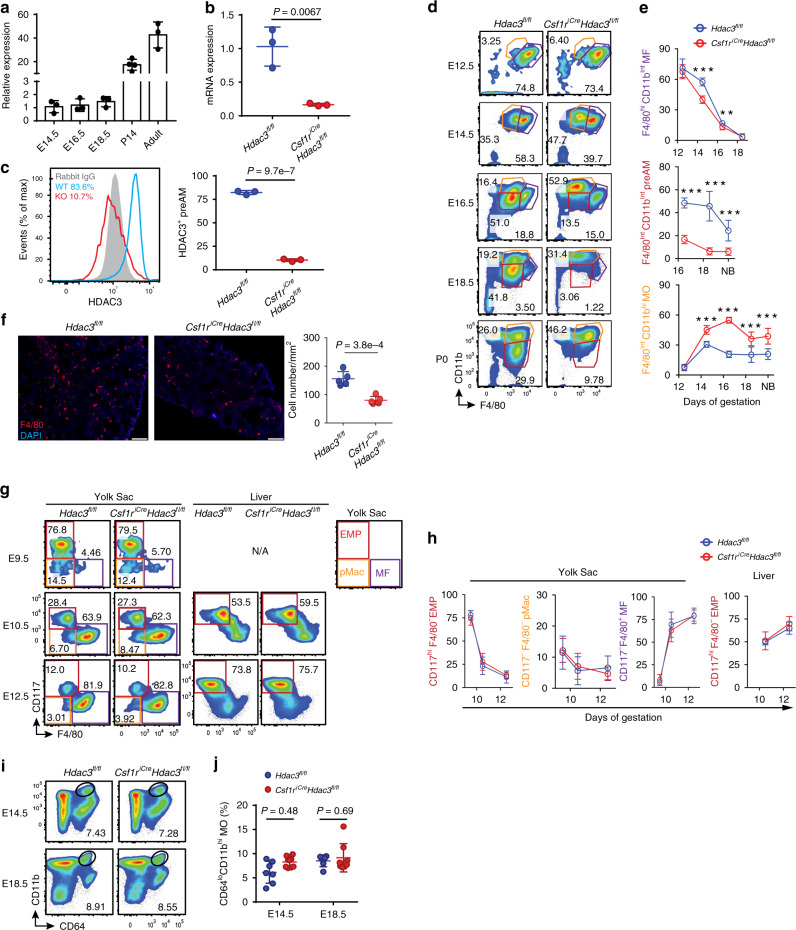
HDAC3 is required for embryonic development of AMs. **a** qRT-PCR analysis of HDAC3 mRNA expression in lung MFs, preAMs, or AMs from C57BL/6 mice (*n* = 4 for postnatal day 14 (P14), *n* = 3 for each other time point). The expression of mRNA (**b**) and protein (**c**) of HDAC3 in preAMs determined by qRT-PCR and flow cytometry, respectively, from *n* = 3 *Hdac3*^*fl/fl*^;*Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ newborns (P0-P1). Frequencies of HDAC3-expressing (HDAC3^+^) AMs are shown in **c**. **d** Representative flow cytometry plots: gated from CD45^+^ live cells of fetal lung. **e** Frequencies of lung MFs, preAMs, and MOs as in **d**. E12.5: *n* = 14 *Hdac3*^*fl/fl*^, *n* = 5 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^; E14.5: *n* = 5 *Hdac3*^*fl/fl*^, *n* = 11 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^, ***P = 6.3e−7 (MF), 9.0e−6 (MO); E16.5: *n* = 12 *Hdac3*^*fl/fl*^, *n* = 9 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^, **P = 7.1e−3 (MF), ***P = 2.1e−13 (preAM), 5.3e−16 (MO); E18.5: *n* = 14 *Hdac3*^*fl/fl*^, *n* = 19 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^, ***P = 5.7e–14 (preAM), 6.5e−7 (MO); newborns (NB): *n* = 12 *Hdac3*^*fl/fl*^, *n* = 6 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^, ***P = 2.0e−4 (preAM), 2.9e−5 (MO). **f** Lung tissue sections from E18.5 embryos as in **d**. Scale bars, 100 μm. Cell numbers (*n* = 5 *Hdac3*^*fl/fl*^;*Csf1r*^*iCre*^*Hdac3*^*fl/fl*^) are shown per tissue area (mm^2^). **g** Representative flow cytometry plots: gated from CD45^+^Lin^‒^ (lineage negative) cells in YS and CD45^+^ live cells in fetal liver. **h** Frequencies of EMPs, pMacs, and MFs as in **g**. E9.5: *n* = 13 *Hdac3*^*fl/fl*^, *n* = 11 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^; E10.5: *n* = 6 *Hdac3*^*fl/fl*^, *n* = 10 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^; E12.5: *n* = 8 *Hdac3*^*fl/fl*^, *n* = 5 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^. **i** Representative flow cytometry plots: gated from CD45^+^ live cells in fetal liver. **j** Frequencies of MO as in **i**. E14.5: *n* = 8 *Hdac3*^*fl/fl*^, *n* = 15 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^; E18.5: *n* = 6 *Hdac3*^*fl/fl*^, *n* = 8 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^. Each dot represents one embryo or newborn and bars represent mean ± SD of biologically-independent samples in each panel. All *P* values obtained by Student’s two-tailed unpaired *t* test. MF fetal macrophages, MO monocytes. Source data are provided as a Source Data file.

To determine whether HDAC3 regulates embryonic development of AMs, we generated *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ conditional knockout (cKO) mice, in which HDAC3 is deficient in the *Csf1r*-expressing myeloid cells, including TRMs and monocytes^24,25^. Both HDAC3 mRNA and protein were efficiently depleted (>80%) in preAMs from the HDAC3cKO newborns as determined by qRT-PCR and flow cytometry, respectively (Fig. 1b, c). We next examined the fetal macrophages, preAMs, and fetal monocytes in the lung from *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ cKO mouse embryos and wild type (WT) littermates between E12.5 and right after birth (P0). There was no significant alteration in the frequencies of F4/80^hi^CD11b^lo^ fetal macrophages and F4/80^lo^CD11b^hi^ monocytes in the lung between cKO and WT embryos at E12.5 (Fig. 1d, e, gates shown in Supplementary Fig. 1a). However, a modest but significant reduction in the frequency of fetal macrophages was observed in HDAC3cKO embryos at E14.5 and E16.5, followed by a gradual diminish afterwards. On the other hand, the frequency of F4/80^int^CD11b^int^ preAM cells that emerged at E16.5 in the fetal lung was dramatically decreased in HDAC3cKO compared to WT littermates starting at E16.5 until birth. In contrast, fetal monocytes showed compensatorily increased distribution in the absence of HDAC3 starting at E14.5. Immunofluorescence staining of lung tissue sections at E18.5 further confirmed that the number of lung preAMs was significantly reduced in the HDAC3cKO mice (Fig. 1f). Collectively, these results suggest that HDAC3 is indispensable for the development of YS pMac-derived lung macrophages and FL monocyte-derived preAMs during embryogenesis.

Next, we investigated whether HDAC3 deficiency blocks EMP development and differentiation into pMacs and FL monocytes in the YS and FL, respectively. Interestingly, within the CD45^+^Lin^–^ (CD45-expressing; lineage negative) population, the frequencies of CD117^hi^F4/80^–^ EMPs, CD117^–^F4/80^–^ pMacs, and CD117^–^F4/80^+^ macrophages in the YS remained unaltered in HDAC3cKO embryos compared to the WT at E9.5, E10.5, and E12.5 (Fig. 1g, h, gates shown in Supplementary Fig. 1b), suggesting that HDAC3 is dispensable for EMPs and their further differentiation into pMacs and YS macrophages. Furthermore, we observed comparable frequencies of EMPs in the FL between the HDAC3cKO and WT embryos at E10.5 and E12.5, suggesting that the loss of HDAC3 also does not affect EMP seeding in the FL (Fig. 1g, h). In addition, the frequency of CD64^lo^CD11b^hi^Ly6c^hi^ FL monocytes remained unaltered during the embryonic stage (E14.5-E18.5) in the HDAC3cKO mice (Fig. 1i, j, gates shown in Supplementary Fig. 1c). HDAC3 deletion in FL monocytes, which was confirmed by qRT-PCR and flow cytometry (Supplementary Fig. 2a, b), does not disrupt their differentiation into TRMs in other organs, such as the brain, spleen, kidney, and pancreas (Supplementary Fig. 3a, b, gates shown in Supplementary Fig. 1a). Overall, HDAC3 deficiency does not affect EMPs, their ability to differentiate into pMacs in the YS, or FL monocyte development, but it may play key roles in pMac-derived macrophages and FL monocyte-derived preAMs in the lung.

### HDAC3 is essential for the maintenance of AMs after birth

We next examined the AMs from the *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ cKO adult mice. As expected, the frequency of lung AMs (CD11c^hi^Siglec-F^hi^) was markedly decreased in the HDAC3cKO adult mice (Fig. 2a, gates shown in Supplementary Fig. 1d). This reduction was further confirmed by immunofluorescence staining of frozen tissue sections (Fig. 2b). After birth, preAMs quickly downregulate their CD11b expression and become mature AMs^7^. As shown in Fig. 2c, the remaining AMs in the HDAC3-deficient mice were found to highly express CD11b. This suggests that maintenance of mature AMs in the adult mice is very likely dependent on HDAC3. However, given that Csf1r.Cre-induced gene deletion occurs in the embryonic stage, the AM defects observed in the *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ cKO adult mice may be due to embryonic developmental dysregulation rather than a maintenance abnormality after birth.

**Fig. 2:**
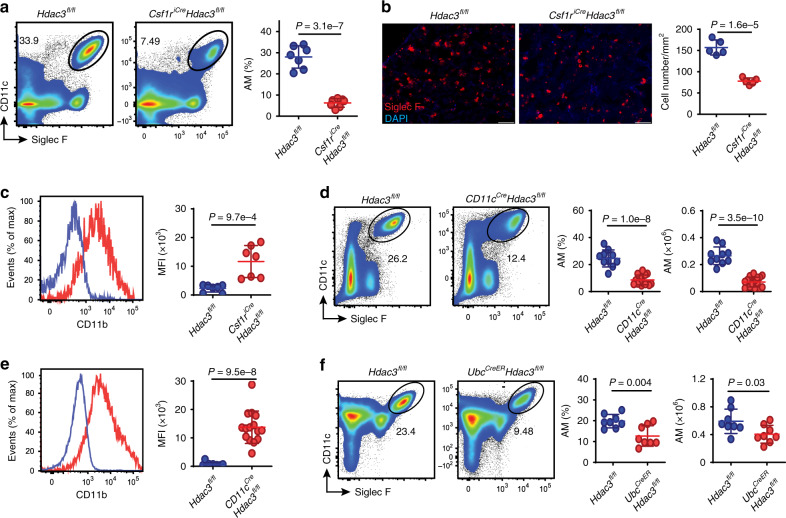
HDAC3 is essential for the maintenance of mature AMs in the adult mice. **a** Flow cytometry for CD11c and Siglec-F expression of lung AMs within CD45^+^ live cells from *n* = 7 *Hdac3*^*fl/fl*^; *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ adult mice. Frequencies of AMs are shown on the right. **b** Lung tissue sections from adult mice as in **a**. Scale bars, 100 μm. Cell numbers (*n* = 5 *Hdac3*^*fl/fl*^*;Csf1r*^*iCre*^*Hdac3*^*fl/fl*^) are shown per tissue area (mm^2^). **c** Histogram plot for CD11b expression of lung AMs from *n* = 7 *Hdac3*^*fl/fl*^;*Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ adult mice. MFI, mean fluorescence intensity. **d** Flow cytometry analysis of AMs from *n* = 10 *Hdac3*^*fl/fl*^, *n* = 17 *Cd11c*^*Cre*^*Hdac3*^*fl/fl*^ adult mice. Frequencies and absolute numbers of AMs are shown on the right. **e** Histogram plot for CD11b expression of lung AMs from *n* = 11 *Hdac3*^*fl/fl*^, *n* = 15 *Cd11c*^*cre*^*Hdac3*^*fl/fl*^ adult mice. MFI of CD11b is shown on the right. **f** Flow cytometry analysis of AMs from *n* = 8 *Hdac3*^*fl/fl*^*;Ubc*^*CreER*^*Hdac3*^*fl/fl*^ adult mice. Frequencies and absolute numbers of AMs are shown on the right. Each dot represents one mouse and bars represent mean ± SD of biologically-independent samples. All *P* values were obtained using the Student’s two-tailed unpaired *t* test. Source data are provided as a Source Data file.

To address this question, we next generated mice with a constitutive HDAC3 deficiency in AMs postnatally by crossing *Hdac3*^*fl/fl*^ mice with *CD11c*^*Cre*^ transgenic mice, given that CD11c is highly expressed in AMs after birth^7^. We found that the frequency and number of AMs were dramatically reduced in *CD11c*^*Cre*^*Hdac3*^*fl/fl*^cKO mice compared to their WT counterparts (Fig. 2d), and that CD11b was highly expressed on AMs from *CD11c*^*Cre*^*Hdac3*^*fl/fl*^cKO mice (Fig. 2e). We further generated inducible HDAC3-deficient mice by crossing *Hdac3*^*fl/fl*^ mice with ubiquitin C promoter-driven, tamoxifen-inducible Cre (*Ubc*^*CreER*^) transgenic mice, in which tamoxifen (TAM) timely induces HDAC3 deletion. *Ubc*^*CreER*^*Hdac3*^*fl/fl*^ mice (6–8 weeks old) were treated with TAM for 5 consecutive days, then lung AMs were analyzed 1 week and 3–5 weeks after TAM treatment. Successful HDAC3 deletion in the targeted cells was confirmed by qRT-PCR (Supplementary Fig. 4a). Although normal distribution of AMs was observed in *Ubc*^*CreER*^*Hdac3*^*fl/fl*^ mice at 1 week post-TAM treatment (Supplementary Fig. 4b), lack of HDAC3 led to a significant reduction in the frequency and number of lung AMs at 3–5 weeks post-treatment (Fig. 2f). Taken together, these findings suggest that HDAC3 also plays a key role in the maintenance of AM homeostasis, as well as their maturation after birth at steady state.

### Regeneration of AMs from the BM depends on HDAC3

AMs self-maintain at steady state independently of circulating precursors^9^. However, under certain inflammatory conditions or BM transplantation following lethal whole-body irradiation, BM-derived monocytes can repopulate the AM niche^9,26^. We next sought to determine whether BM-derived AMs are also dependent on HDAC3. To do this, we established a BM chimeric mouse model by co-transferring BM cells from *Hdac3*^*fl/fl*^ or *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ cKO donors (CD45.2^+^) with competitor BM cells from B6.SJL WT mice (CD45.1^+^) into the irradiated B6.SJL^hetero^ (CD45.1^+^CD45.2^+^) recipient mice (Fig. 3a). As expected, in the chimeric mice, lung AMs were radiosensitive and largely replaced by BM-derived cells from both WT donor and competitor mice (Fig. 3b). However, the BM from HDAC3cKO mice completely failed to reconstitute lung AMs compared to the BM from WT mice. These findings suggest that HDAC3 is not only important for embryonically-derived AMs, but also required for the regeneration of AMs from adult BM under stress conditions.

**Fig. 3:**
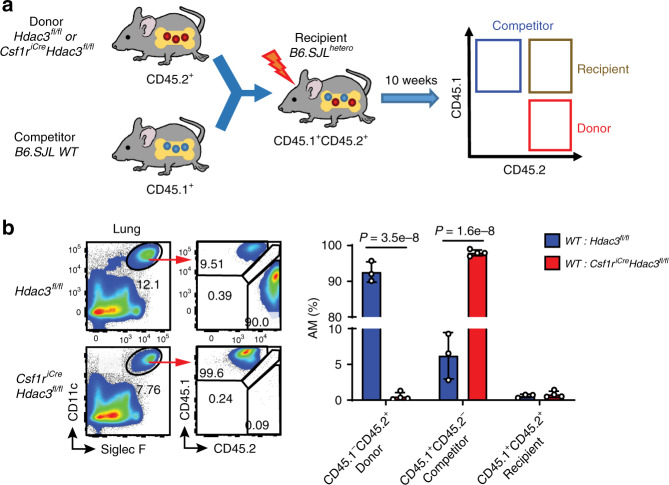
Regeneration of AMs from bone marrow depends on HDAC3. The bone marrow (BM) cells from *Hdac3*^*fl/fl*^ and *Csf1r*^*icre*^*Hdac3*^*fl/fl*^ mice (CD45.2^+^) were co-transferred with competitor BM cells from B6.SJL mice (CD45.1^+^) into lethally-irradiated B6.SJL^hetero^ mice (CD45.1^+^CD45.2^+^). The lungs were harvested from the recipient mice 10 wks after reconstitution. **a** Schematic representation of the BM chimeric mouse working models. **b** Flow cytometry of CD45.1 and CD45.2 expression on CD11c^hi^Siglec-F^hi^ lung AMs from *n* = 3 *WT: Hdac3*^*fl/fl*^, *n* = 4 WT: *Csf1r*^*icre*^*Hdac3*^*fl/fl*^ mice. Bars represent mean ± SD of biologically-independent samples. All *P* values were obtained using the Student’s two-tailed unpaired *t* test. Source data are provided as a Source Data file.

### HDAC3 regulates AM subset-specific gene expression profile

Recent single-cell studies have shown that heart and liver TRMs are heterogeneous populations at steady state^27,28^. 

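Single-cell transcriptomes of AMs (alveolar macrophages, the macrophages that reside in the airspaces of the lung) sorted from 1 Hdac3fl/fl WT adult mouse were analysed. The cells carry the floxed Hdac3 alleles without Cre and so stand for the WT state. The sample labels give an age of 8 to 12 weeks, and the methods of the paper give 6 to 18 weeks for the mice of the study. In the 10x Genomics 3' assay (v2 chemistry), 5000 sorted cells were loaded, each captured cell receives its own barcode, and reads from the 3' end of transcripts that carry the same unique molecular identifier (UMI) are counted once. The authors aligned the reads to the mm10 mouse genome with Cell Ranger 2.1, describe filters on cells and genes in the methods, and deposited 2 sets of values for the same cells and genes. The first is the natural log of 1 plus the UMIs of a gene per 10000 UMIs of its cell. The second is a scaled score of these values after regression on the UMIs and the mitochondrial content of each cell. The values cover 2055 cells and 11918 genes. Whole UMI numbers were recovered from the steps between the log values in every cell (100% of the values came out whole). A cell held between 1143 and 8603 UMIs, with a median of 3278, and between 528 and 2495 detected genes, with a median of 1454. In a cell of median depth, 3 UMIs are 0.0915% of the total. The 13 mitochondrial genes took a median of 3.21% of the UMIs of a cell, and 384 cells (18.7%) had more than 5% of their UMIs on these genes. Cells were clustered here on the first 15 principal components of the authors' scaled values of the 500 most variable genes, with the shared nearest neighbour graph and Louvain method of Seurat at a resolution of 0.8. The paper used 15 canonical correlation components, which need the cKO library, not analysed here. A data cluster received the name of paper cluster 2, 3 or 4 when the top 10 genes listed for that cluster in the source data of Fig. 4b had a mean z score of at least 0.5 in it, and the name of cluster 1 otherwise. To test genes on values that were not used for clustering, each UMI was assigned at random to a training set or a test set. Cells were clustered and named on the training set and genes were tested on the test set, which had a median of 1646 UMIs per cell. There is 1 library, so all tests and confidence intervals below describe cells of this library and carry no error between mice.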

To characterize whether lung AMs are also heterogeneous, we sorted CD11c^hi^Siglec-F^hi^ AMs from *Hdac3*^*fl/fl*^ WT adult mice and performed single-cell RNA-sequencing (scRNA-seq) using the 10× Genomics platform. 

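The 2055 WT cells fell into 7 data clusters at a resolution of 0.8, with 619, 510, 263, 250, 184, 121 and 108 cells. The cluster of 108 cells had a mean z score of 2.70 over the top 10 Fig. 4b genes of cluster 2. The cluster of 121 cells had a mean z score of 1.77 over those of cluster 4. No data cluster reached 0.5 for the genes of cluster 3, of which 9 of 10 are listed in the library, and the highest mean z score was 0.366 in the cluster of 184 cells. The other 4 data clusters, and the cluster of 184 cells, took the name of cluster 1. The number of data clusters followed the resolution. It was 5 at a resolution of 0.4 and 10 at a resolution of 1.2, and the lowest resolution tried that gave at least 4 clusters, 0.3, gave 5. When the values of every gene were permuted across cells, which removes all structure, the same steps gave between 4 and 6 clusters in 20 draws.

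**Figure D1:**
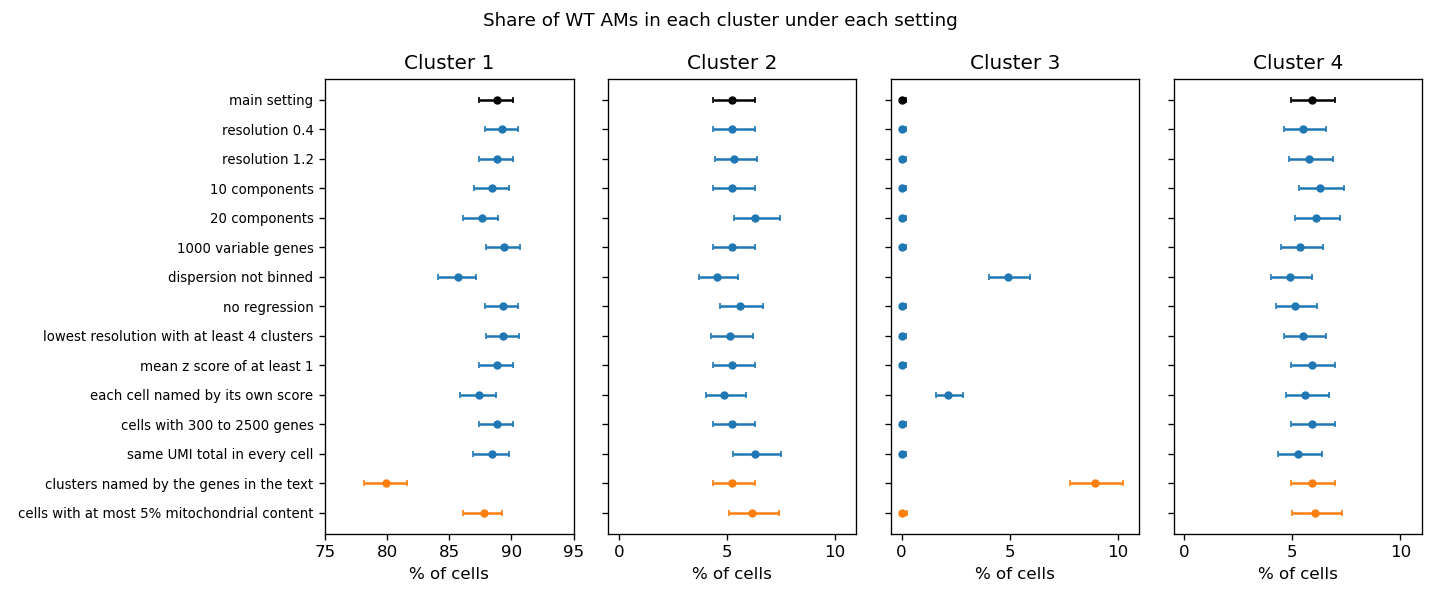
Share of the 2055 WT AMs in each of clusters 1 to 4 (horizontal axis, % of cells; the axis of cluster 1 does not start at 0) under the main setting (black), the alternatives set before the data were examined (blue) and 2 alternatives chosen after seeing the data (orange). Points are shares and bars are 95% Wilson intervals. Clusters 1, 2 and 4 stayed at 79.9% or more, between 4.53% and 6.33%, and between 4.87% and 6.28%, whereas the share of cluster 3 was 0% in most settings and 8.95% when clusters were named by the genes in the text of the paper.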

More than 2000 cells were analyzed and T-distributed stochastic neighbor embedding (t-SNE) dimensionality reduction analysis identified 4 major AM clusters (Fig. 4a). 

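The source data of Fig. 4b list 14, 230, 206 and 80 genes for clusters 1 to 4 that are also listed in the WT library. On the test set of UMIs, 13 of 14 genes had a higher mean log value in cluster 1 than in all other cells (92.9%, 95% Wilson interval 68.5% to 98.7%). In cluster 2 this held for 230 of 230 genes (interval 98.4% to 100%), and in cluster 4 for 80 of 80 genes (interval 95.4% to 100%). The clusters were named by the top 10 genes of the same lists, which the authors drew from the same experiment, so part of this direction is set by the naming. The intervals treat genes as independent, and genes of a list are expressed together. Cluster 3 had no cells under this naming. In the cluster of MHC class II-expressing cells that took its place when clusters were named by the genes in the text of the paper, a naming chosen after seeing the data, 137 of 206 genes were higher (66.5%, interval 59.8% to 72.6%).

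**Figure D2:**
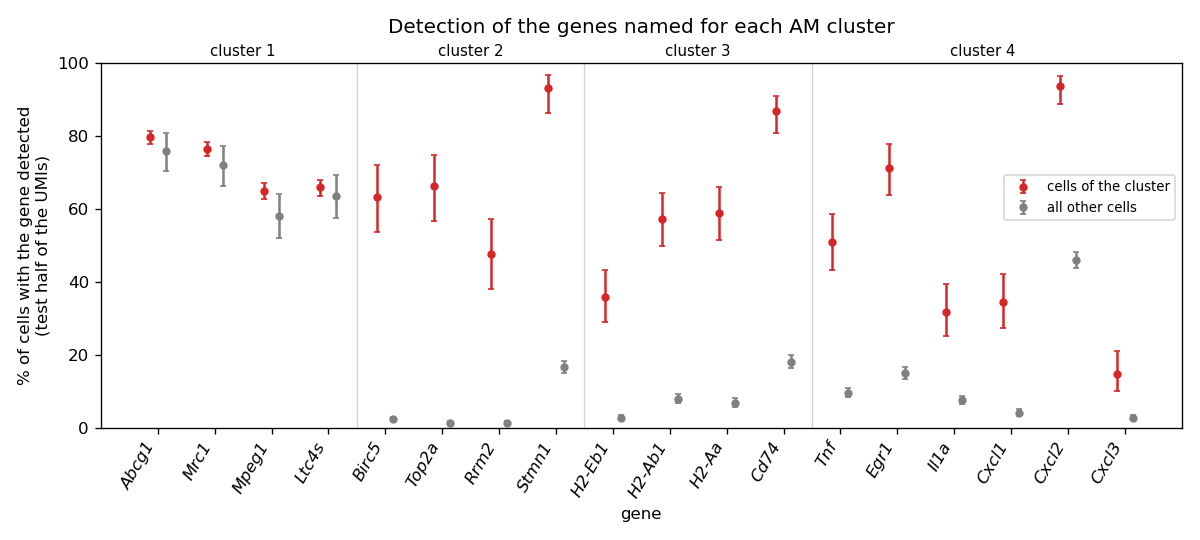
Share of cells (vertical axis, %) in which each gene named for clusters 1 to 4 was detected on the test set of UMIs, in the cells of its cluster (red) and in all other cells (grey). Points are shares and bars are 95% Wilson intervals; cluster 3 is the cluster named by the genes in the text. The genes of cluster 1 were detected in most cells of either group (Mrc1 in 76.4% and 72.1%), whereas Top2a was detected in 66.3% of the cells of cluster 2 and 1.23% of the others.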

Each AM sub-cluster has a unique gene expression pattern (Fig. 4b) with their signature genes (Fig. 4c). 

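Cluster 1 held 1826 of the 2055 cells, or 88.9% (95% Wilson interval 87.4% to 90.1%). Abcg1, which encodes a lipid transporter, lies on chromosome 17 of GRCm38 (mm10) from 31057675 to 31117988. Mrc1 lies on chromosome 2 from 14229392 to 14332057 and encodes the mannose receptor. Mpeg1 lies on chromosome 19 from 12460779 to 12465283. All 3 genes were widely expressed in the library, with at least 1 UMI in 92.3%, 92.7% and 85.1% of all cells. On the test set, the mean log value of Abcg1 was 2.13 in the 1797 cells named cluster 1 and 1.86 in the 258 other cells, a difference of 0.265 (standard error 0.0775, adjusted p = 0.000789 from a one-sided permutation test of the cell labels with 100000 resamples and Benjamini-Hochberg adjustment over the named genes). The differences were 0.223 for Mrc1 (standard error 0.0773) and 0.222 for Mpeg1 (standard error 0.0777), each with an adjusted p of 0.00257 from the same permutation test. These results for Mrc1 and Mpeg1 depend on how the UMIs were split, and that for Mrc1 also on the cells kept, with an adjusted p of 0.0617 in the permutation test over cells of at most 5% mitochondrial content, a setting chosen after seeing the data. In 4 other random splits, chosen after seeing the data, all differences stayed positive and Abcg1 passed the threshold of 0.05 in each split. The adjusted p of Mrc1 in the permutation test was between 0.0538 and 0.207 and passed in none of the 4 splits. That of Mpeg1 passed in 2 of the splits and was 0.0629 and 0.252 in the others. The authors named these genes for cluster 1 from an experiment that includes these cells, a choice that separate UMIs do not remove.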

Of the AM clusters, cluster 1 was the most abundant and expressed macrophage-associated genes, such as *Abcg1, Mrc1*, and *Mpeg1*. 

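On the training set, 101 cells were named cluster 2. Birc5 lies on chromosome 11 of GRCm38 from 117849251 to 117855743, Top2a on chromosome 11 from 98992943 to 99024189, Rrm2 on chromosome 12 from 24708241 to 24714146 and Stmn1 on chromosome 4 from 134468320 to 134473843. On the test set, Birc5 was detected in 63.4% of these cells (95% Wilson interval 53.6% to 72.1%) and in 2.30% of the other 1954 cells. For Rrm2 the shares were 47.5% and 1.18%, and for Stmn1 93.1% and 16.6%. The mean log value was higher in cluster 2 by 1.37 for Birc5, 1.36 for Top2a, 0.983 for Rrm2 and 2.46 for Stmn1, with standard errors between 0.0998 and 0.115. Each of the 4 genes had a p of 1e-05 in the permutation test, the smallest that 100000 resamples can give (adjusted p = 1.4e-05). The authors named these genes for cluster 2 from an experiment that includes these cells. Separate UMIs do not remove that choice, so low p values were likely beforehand. Of the 98-base sequences in the last 300 bases of the transcripts of Stmn1, where 3' reads fall, 32.9% also occur in its annotated copy Gm11223, and 7.06% of those of Rrm2 occur in Gm48445, so reads from these stretches cannot be assigned to 1 gene.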

Cluster 2 expressed genes such as *Birc5, Top2a, Rrm2*, and *Stmn1*, which are involved in the cell cycle and mitosis. 

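No cells were named cluster 3 by its top 10 Fig. 4b genes, so the genes of this cluster could not be tested under the main naming. When the data clusters were instead named by H2-Eb1, H2-Ab1, H2-Aa and Cd74 for cluster 3 and by the genes in the text for clusters 2 and 4, a naming chosen after seeing the data, 173 cells of the training set were named cluster 3. H2-Ab1 (34257689 to 34269419), H2-Aa (34282744 to 34287823) and H2-Eb1 (34305867 to 34316674) lie side by side on chromosome 17 of GRCm38 and encode chains of MHC class II molecules, and Cd74, which encodes the invariant chain, lies on chromosome 18 from 60803848 to 60812652. On the test set, Cd74 was detected in 86.7% of the 173 cells (95% Wilson interval 80.8% to 91.0%) and in 18.1% of the other 1882 cells. The shares were 59.0% and 6.80% for H2-Aa, 57.2% and 7.86% for H2-Ab1, and 35.8% and 2.66% for H2-Eb1. The mean log value was higher in the 173 cells by 2.48 for Cd74, 1.32 for H2-Aa, 1.26 for H2-Ab1 and 0.737 for H2-Eb1, with standard errors between 0.0872 and 0.108. Each of these genes reached the smallest p of the permutation test, 1e-05 (adjusted p = 1.29e-05). These tests use cells that were named by the same genes, although on separate UMIs.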

Cluster 3 had relatively higher expression of antigen-presentation genes, such as *H2-Eb1, H2-Ab1, H2-Aa,* and *Cd74*. 

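On the training set, 157 cells were named cluster 4. Cxcl3 (90786103 to 90789600), Cxcl1 (90891241 to 90893115) and Cxcl2 (90903871 to 90905938) lie close together on chromosome 5 of GRCm38, Tnf lies on chromosome 17 from 35199381 to 35202007, Il1a on chromosome 2 from 129299610 to 129309972, and Egr1, shown with them in Fig. 4c, on chromosome 18 from 34859823 to 34864984. Cxcl2 was detected on the test set in 93.6% of the cells of cluster 4 (95% Wilson interval 88.7% to 96.5%) and in 46.0% of the other 1898 cells. The shares were 71.3% and 15.0% for Egr1, 51.0% and 9.54% for Tnf, 34.4% and 4.06% for Cxcl1, 31.8% and 7.53% for Il1a, and 14.6% and 2.63% for Cxcl3. The mean log value was higher in cluster 4 by 2.73 for Cxcl2 and 1.70 for Egr1, and by 1.17 for Tnf, 0.827 for Cxcl1, 0.563 for Il1a and 0.346 for Cxcl3. The standard errors lay between 0.0800 and 0.116. In the permutation test all 6 genes had a p of 1e-05, the smallest possible (adjusted p = 1.4e-05). As with cluster 2, the authors picked these genes from an experiment that includes these cells, so low p values were likely beforehand. The cells were digested out of the lung for 45 min at 37 °C before sorting, and 12 immediate-early and heat shock genes outside the Fig. 4b list of cluster 4, from a list written before the data were examined, had a median difference of 0.109 between cluster 4 and the other cells, above 100% of 10000 random gene lists of matched expression.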

Cluster 4 was enriched in many genes associated with immune response, such as *Tnf, Il1a, Cxcl1, Cxcl2*, and *Cxcl3*. 

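Outside the Fig. 4b lists, the genes with the largest difference in mean log value on the test set, among genes detected in at least 10% of the cells of a cluster, were H2afz (1.39), Ptma (1.14) and Ppia (0.603) in cluster 2. They were Clec4n (0.404), B2m (0.297) and Rpl27 (0.281) in the MHC class II-expressing cluster and Plet1 (0.535), Mt1 (0.456) and Srgn (0.417) in cluster 4. Standard errors were between 0.0701 and 0.103, and no test was made because the genes were picked by their differences. Of the 98-base sequences at the 3' end of Rpl27, 53.8% are shared with its annotated pseudogenes, and 16.3% of those of H2afz, 6.74% of those of Ptma and 2.78% of those of Ppia with other annotated copies. From the genes that set the clusters apart, the paper proposes that the AM subsets may differ in their part in AM maintenance and function.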

The cluster-specific gene expression pattern suggests that each AM cell subset may have a distinct role in AM maintenance and function.

**Fig. 4:**
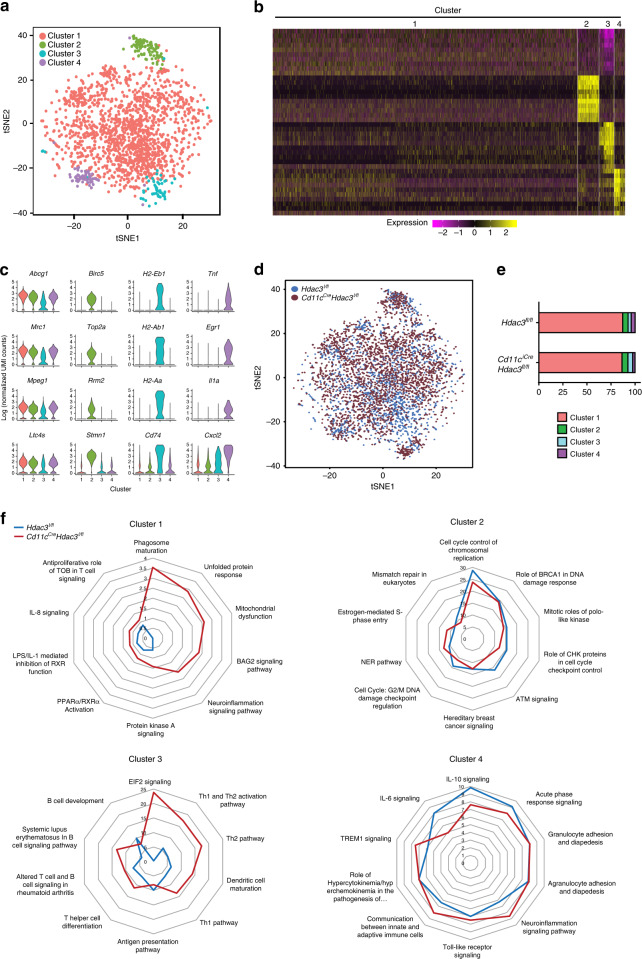
HDAC3 regulates AM subset-specific gene expression profiles. CD11c^hi^Siglec-F^hi^ lung AMs were sorted from *n* = 1 *Hdac3*^*fl/fl*^;*Cd11c*^*Cre*^*Hdac3*^*fl/fl*^ adult mouse for scRNA-seq analysis. **a** t-SNE map of individual cells clustered from 2055 *Hdac3*^*fl/fl*^ AM cells. **b** Heat map representing signature genes which were most highly expressed (top 10) in each AM cluster. **c** Representative violin plots showing signature genes expressed by individual AM subsets. **d** t-SNE maps of individual cells from the *Hdac3*^*fl/fl*^ and *Cd11c*^*Cre*^*Hdac3*^*fl/fl*^ (3067) AM cells. **e** The percentile of each AM subset within total AM population between two groups. **f** Radar maps depicting dysregulated pathways between two groups in each AM subset. Source data are provided as a Source Data file.

In order to determine whether HDAC3 is required for the maintenance of a specific lung AM cell subset, we next performed scRNA-seq on the sorted AM cells from *Cd11c*^*Cre*^*Hdac3*^*fl/fl*^cKO mice and compared the AM clusters between HDAC3cKO and WT mice. Although the composition of clusters 1 and 2 remained almost unaltered in the KO, the frequency of cluster 3 was increased from 3.3% to 4.9%, while the frequency of cluster 4 was reduced from 4.0% to 2.4% in the absence of HDAC3 (Fig. 4d, e). This suggests that the loss of HDAC3 may affect the maintenance of AM subsets in a cluster-specific manner. In addition, we also observed certain cluster-specific transcriptomic changes between WT and cKO mice (Supplementary Fig. 5). Ingenuity pathway analysis (IPA) revealed that each AM cluster in the cKO mice exhibited distinct dysregulated pathways compared to that in their WT counterpart (Fig. 4f). In cluster 1, the key disordered pathways included phagosome maturation, unfolded protein response, mitochondria dysfunction, and BAG2 signaling pathways, which are associated with macrophage phagocytosis, polarization, survival, and stress responses. In cluster 2, the pathways related to cell cycle control were less enriched in the cKO cells. In cluster 3, several immune-responsive pathways were upregulated in the cKO cells, including E1F2 signaling, Th1/Th2 pathways, and dendritic cell maturation. In cluster 4, the pathways involved in cytokine signaling (i.e., IL-6 and IL-10 signaling) and acute phase response signaling were less enriched in the cKO cells, whereas Toll-like receptor signaling, neuroinflammation signaling pathway, and communication between innate and adaptive immune cells, were strongly enriched in the cKO cells. These data reveal that HDAC3 deficiency results in cluster-specific pathway dysregulation in AMs at steady state, which may lead to distinct function disorders in each AM cluster.

Interestingly, when we analyzed transcriptomes of AM populations without clustering, we identified a total of 186 differentially expressed genes, including 59 upregulated genes and 127 downregulated genes in the HDAC3-deficient AMs compared to their WT counterparts (Supplementary Fig. 6a). IPA of these differentially expressed genes showed that several canonical pathways related to inflammation and immune responses were significantly inhibited in the HDAC3cKO AMs (Supplementary Fig. 6b). Moreover, the signaling pathways related to macrophage survival and apoptosis were also remarkably impaired, including TREM1 signaling^29,30^, NF-kB pathway^31,32^, and STAT3 pathway^33,34^. qRT-PCR analysis further confirmed the downregulation of the genes associated with these three pathways, such as *Flt1, Mapk3, Map3k1, Tlr2, Fcgr2b, Tgfb1*, and *Tgfbr1* (Supplementary Fig. 6c). These data suggest that the inhibition of TREM1, NF-kB, and STAT3 signaling pathways might reduce cell survival of HDAC3cKO AMs, leading to the decreased total number of AM cells in the absence of HDAC3 as we observed at steady-state maintenance (Fig. 2d). On the other hand, scRNA-seq also revealed that PPAR-γ was remarkably reduced in HDAC3-deficient AMs (Supplementary Fig. 6a), suggesting that HDAC3 might control AM homeostasis through regulation of PPAR-γ.

### HDAC3 controls mitochondria function and survival of preAMs

To further obtain mechanistic insights into the embryonic deficiency of AMs in the absence of HDAC3, we first performed bulk RNA-seq analysis of lung preAMs from cKO and WT at E18.5. Based on the principal component analysis (PCA) of their transcriptomes, the molecular signatures showed a clear difference in preAMs between cKO and WT (Fig. 5a). A total of 9074 differentially expressed genes (*P* < 0.05) were identified in the preAMs between HDAC3cKO and WT, including 4612 downregulated and 4462 upregulated genes (Fig. 5b, Supplementary Data 1). Gene Ontology (GO) analysis further identified the altered biological pathways in the HDAC3cKO preAMs, including multiple metabolic pathways, the electron transport chain, cell proliferation, and cell death (Fig. 5c, Supplementary Data 2). Most of the identified pathways are consistent with previous studies in other cell types with HDAC3 deletion^14,35,36^.

**Fig. 5:**
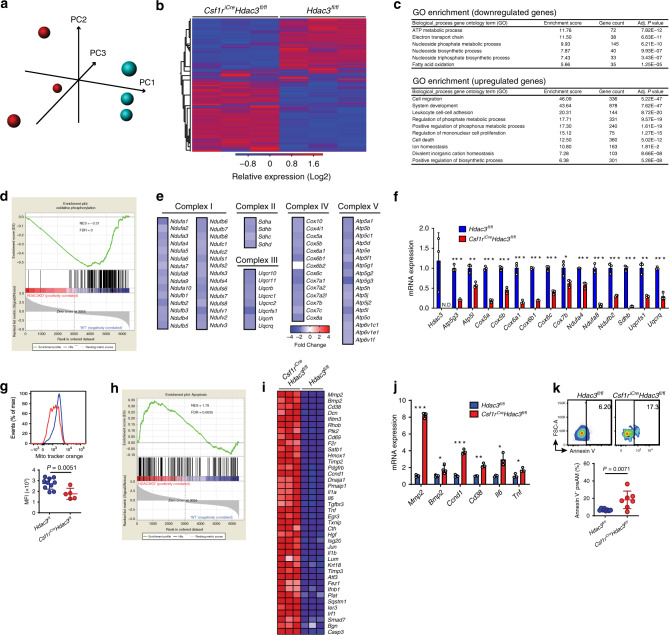
HDAC3 controls metabolism and cell death during AM embryonic development. Bulk RNA-seq analysis of sorted preAMs from fetal lung of *n* = 3 *Hdac3*^*fl/fl*^;*Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ embryos at E18.5. **a** Principle component analysis (PCA) performed on transcriptome (*Hdac3*^*fl/fl*^, turquoise; *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^, red). **b** Heat map showing differential gene expression (*P* < 0.05). **c** Gene Ontology (GO) enrichment of the downregulated and upregulated genes in **b**. The biological processes with the smallest adjusted *P* values by EASE Score (one-tailed Fisher’s exact *P*-value in DAVID system) with the Benjamini-Hochberg correction for multiple testing from each class are shown. **d** Enrichment plot of oxidative phosphorylation from Gene Set Enrichment Analysis (GSEA) of differentially expressed genes. NES, Normalized Enrichment Score. **e** Heat map depicting downregulated genes related to oxidative phosphorylation identified by GSEA. **f** qRT-PCR analysis of mRNA expression levels of oxidative phosphorylation-associated genes. *n* = 3 *Hdac3*^*fl/fl*^;*Csf1r*^*iCre*^*Hdac3*^*fl/fl*^. *P = 0.03 (*Cox7b*); **P = 4.2e−3 (*Atp5l*), 1.2e–3 (*Uqcrfs1*); ***P = 1.0e–4 (*Atp5g3*), 2.7e−5 (*Cox5a*), 4.7e−4 (*Cox5b*), 5.7e−4 (*Cox6a1*), 1.2e−6 (*Cox6b1*), 2.4e−4 (*Cox6c*), 7.3e−4 (*Ndufa4*), 1.6e−4 (*Ndufa8*), 8.0e–4 (*Ndufb2*), 1.5e–5 (*Sdhb*), 2.2e−4 (*Uqcrq*). **g** Histogram plot for MitoTracker Orange dye (mitochondria membrane potential) staining of preAMs determined by flow cytometry. MFI median fluorescence intensity; *n* = 10 *Hdac3*^*fl/fl*^, *n* = 5 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^. **h** GSEA plot of apoptosis. **i** Heat map showing upregulated genes related to apoptosis identified by GSEA. Colors (red to blue) show expression values (high to low). **j** qPCR analysis of mRNA expression levels of apoptosis-associated genes. BMP2: *n* = 5 *Hdac3*^*fl/fl*^, *n* = 4 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^; other genes: *n* = 3 *Hdac3*^*fl/fl*^;*Csf1r*^*iCre*^*Hdac3*^*fl/fl*^. *P = 0.01 (*Bmp2*), 0.011 (*Il6*), 0.026 (*Tnf*); **P = 1.1e–3 (*Cd38*); ***P = 4.7e−6 (*Mmp2*), 1.3e−4 (*Ccnd1*). **k** Flow cytometry of annexing V staining of preAMs; *n* = 8 *Hdac3*^*fl/fl*^, *n* = 7 *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^. Each dot represents one embryo at E18.5 and bars represent mean ± SD of biologically-independent samples in each panel. All *P* values were obtained using the Student’s two-tailed unpaired *t* test. Source data are provided as a Source Data file.

Furthermore, gene set enrichment analysis (GSEA) identified some gene sets that were either depleted (normalized enrichment score, NES < 0, false discovery rate, FDR < 0.05) (Supplementary Fig. 7a, b) or enriched in HDAC3cKO phenotype (NES > 0, FDR < 0.05) (Supplementary Fig. 8a, b). Notably, the genes involved in oxidative phosphorylation were significantly downregulated in HDAC3-deficient preAMs (Fig. 5d). Many subunits of protein complexes I-V of the electron transport chain, the key component of the oxidative phosphorylation process, were diminished in the absence of HDAC3 (Fig. 5e, f). In addition, we observed a significant decrease in Mitotracker Orange fluorescence-labeled AMs from cKO, which reflects the reduced mitochondria membrane potential and indicates impaired mitochondria function in HDAC3-deficient lung preAMs (Fig. 5g). Moreover, GSEA demonstrated that the absence of HDAC3 led to a strong enrichment of genes involved in apoptosis signaling (Fig. 5h–j). Enhanced apoptosis of preAMs at E18.5 was further confirmed by flow cytometry (Fig. 5k). These results suggest that HDAC3 regulates preAM mitochondrial oxidative function and cell death, which may be related to defective embryonic AM development in HDAC3 cKO mice.

### HDAC3 deficiency causes impaired PPAR-γ signaling in preAMs

We next sought to identify the direct downstream targets of HDAC3 for AM development. To achieve this, we performed HDAC3 ChIP-Seq analysis of lung AMs from the WT mice, which was further integrated with our bulk RNA-seq data. We found 2502 genes shared in both datasets that may be primary targets of HDAC3 transcriptional regulation (Fig. 6a). IPA analysis of these differentially expressed genes revealed that PPAR signaling was one of the canonical pathways potentially targeted by HDAC3 (Fig. 6b). Indeed, the repression of *Pparg* mRNA expression was correlated with the loss of HDAC3 in HDAC3-deficient preAMs (Fig. 6c). ChIP-seq analysis also showed that HDAC3 can directly bind to *Pparg* enhancers that are located in the upstream (within −30 kilobases (kb)) or intronic (+49 kb) regions from the transcription start sites in lung AMs from the WT mice, but not in the HDAC3cKO mice (Fig. 6d, Supplementary Data 3). The binding of HDAC3 to the *Pparg* enhancers was further confirmed by ChIP-qPCR using MH-S cells, a mouse AM cell line (Fig. 6e). Moreover, the GSEA of bulk RNA-seq data revealed that the absence of HDAC3 led to a significantly weaker enrichment of genes involved in PPAR-γ signaling compared to WT (Fig. 6f, g). Lack of HDAC3 resulted in the downregulation of PPAR-γ target genes, including *Ppargc1b*, *Acsl1, Cidec, Fabp4, Mgst3*, and *Nr1h3*, which was further confirmed by qRT-PCR (Fig. 6h). Collectively, these results indicate that HDAC3 directly targets PPAR-γ in AMs, and that loss of HDAC3 fundamentally abrogates the PPAR-γ signaling pathway during AM development.

**Fig. 6:**
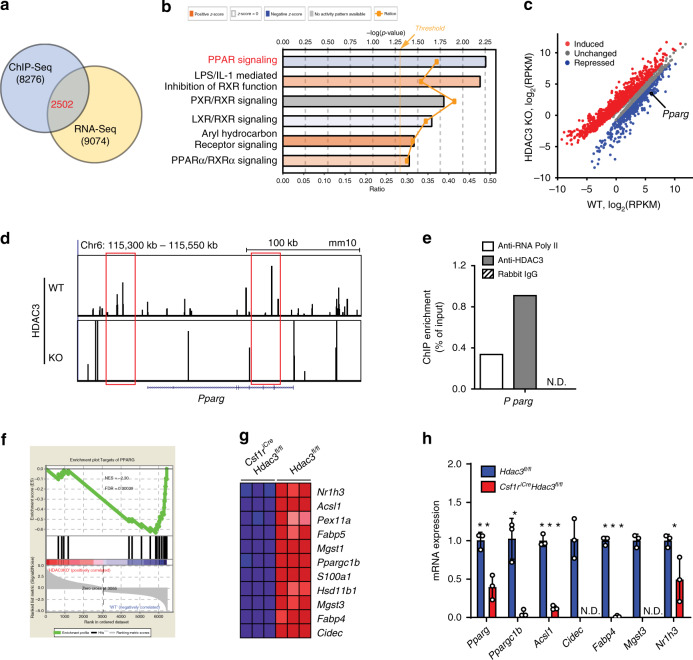
HDAC3 deficiency leads to impaired PPAR-γ signaling in AM development. **a** Venn diagram of genes identified by HDAC3 ChIP-seq in the AMs from *Hdac3*^*fl/fl*^ adult mice overlapped with differentially expressed genes from bulk RNA-seq. **b** Ingenuity Pathway Analysis (IPA) showing canonical nuclear receptor pathways of the overlapped genes as in **a**. Threshold indicates the minimum significance level by the right-tailed Fisher’s exact test. Ratio refers to the number of molecules from the dataset that map to the pathway listed divided by the total number of molecules that map to the canonical pathway from within the IPA knowledgebase. **c** Scatter plot of bulk RNA-seq data showing the overlapped genes as in **a** from *n* = 3 *Hdac3*^*fl/fl*^ WT; *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ KO littermates. Fold change >1.5 up (red) or down (blue) and false discovery rate (FDR) < 0.05. RPKM, reads per kilobase per million. **d** Genome browser tracks of the *Pparg* locus highlighting ChIP-seq data at the enhancers (boxed). *Hdac3*^*fl/fl*^, WT; *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^, KO. **e** ChIP-qPCR data representing HDAC3 binding at the *Pparg* enhancers in MH-S cells. Enrichment value is normalized to input measurements. Representative data from two independent experiments. **f** GSEA plot of targets of PPAR-γ from bulk RNA-seq. **g** Heat map representing downregulated genes related to PPAR-γ signaling identified by GSEA as in **f**. Colors (red to blue) show expression values (high to low). **h** qPCR analysis of mRNA expression levels of the genes associated with PPAR-γ signaling. *n* = 3 *Hdac3*^*fl/fl*^;*Csf1r*^*iCre*^*Hdac3*^*fl/fl*^. *P = 0.043 (*Nr1h3*); **P = 5.5e−3 (*Pparg*), 3.4e−3 (*Ppargc1b*); ***P = 4.9e−5 (*Acsl1*), 6.4e–6 (*Fabp4*) by the Student’s two-tailed unpaired *t* test. Bars represent mean ± SD of biologically-independent samples in each panel. Source data are provided as a Source Data file.

### PPAR-γ regulates mitochondria function and survival of preAMs

A prior study has shown impaired development of fetal lung preAMs in *Vav1-Cre-*induced, PPAR-γ-deficient mice at E18.5^7^, indicating that prenatal PPAR-γ is required for AM ontogeny. Using *Csf1r*^*iCre*^*Pparg*^*fl/fl*^cKO mice, we further found a modest reduction of F4/80^hi^CD11b^int^ YS pMac-derived lung fetal macrophages at E14.5 and a drastic loss of F4/80^int^CD11b^int^ fetal liver monocyte-derived preAMs at E17.5 from *Csf1r*^*iCre*^*Pparg*^*fl/fl*^cKO mice (Fig. 7a), which were consistent with the phenotype observed in HDAC3cKO mice (Fig. 1d, e). As expected, CD11c^hi^Siglec-F^hi^ AMs were essentially eliminated in the *Csf1r*^*iCre*^*Pparg*^*fl/fl*^cKO adult mice (Fig. 7a), which was consistent with the previous results using *Vav1*^*Cre*^- and *Cd11c*^*Cre*^*Pparg*^*fl/fl*^cKO mice^7^. Moreover, PPAR-γ gene expression was detected in the lung fetal macrophages at E14.5, which was gradually upregulated in preAMs at E16.5 and E18.5, and maintained at high levels in the AMs from young and adult mice (Fig. 7b). Interestingly, PPAR-γ mRNA was not expressed in the TRMs of the kidney, liver, brain, and heart (Supplementary Fig. 9), suggesting that HDAC3-PPAR-γ axis is specifically required for the development of lung AMs, but not for TRMs in other tissues.

**Fig. 7:**
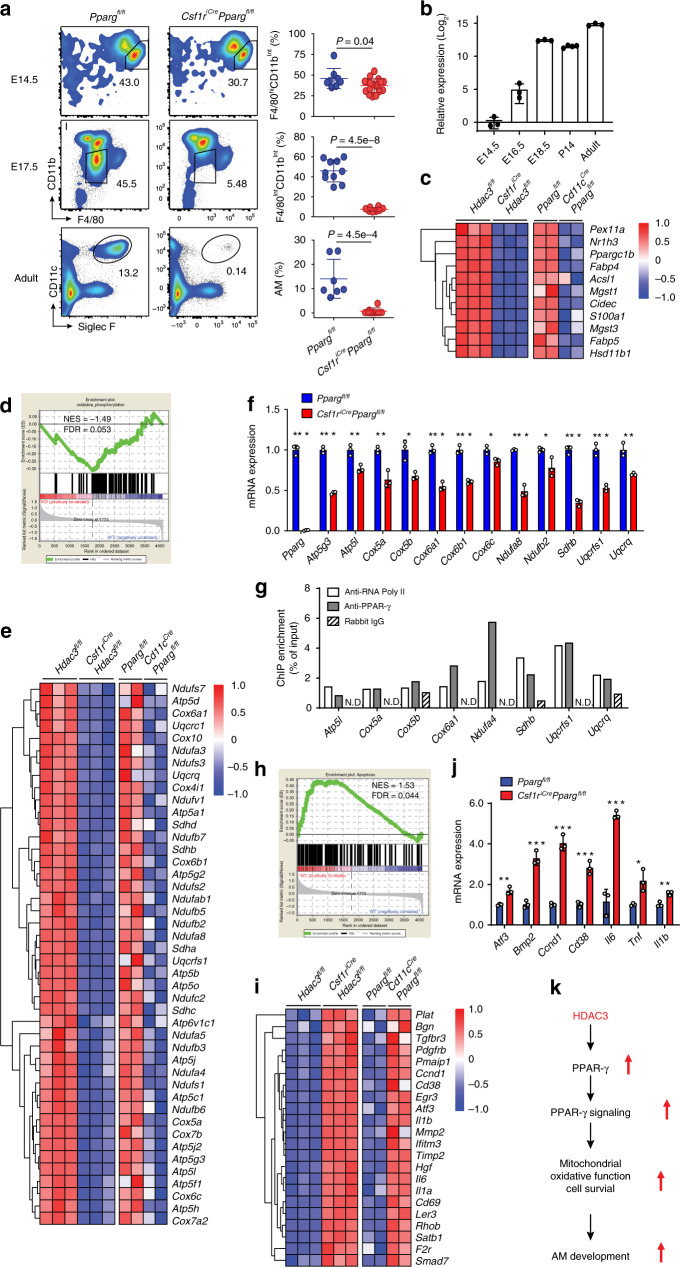
PPAR-γ governs mitochondria function and cell survival in AM development. **a** Flow cytometry analysis of lung fetal macrophages (F4/80^hi^CD11b^int^), preAMs (F4/80^int^CD11b^int^), and AMs (CD11c^hi^Siglec-F^hi^) from lungs of *Pparg*^*fl/fl*^ and *Csf1r*^*iCre*^*Pparg*^*fl/fl*^ mice at indicated ages. E14.5: *n* = 8 *Pparg*^*fl/fl*^, *n* = 19 *Csf1r*^*iCre*^*Pparg*^*fl/fl*^; E17.5: *n* = 10 *Pparg*^*fl/fl*^, *n* = 8 *Csf1r*^*iCre*^*Pparg*^*fl/fl*^; adult: *n* = 7 *Pparg*^*fl/fl*^, *n* = 8 *Csf1r*^*iCre*^*Pparg*^*fl/fl*^. **b** qRT-PCR analysis of PPAR-γ mRNA expression in the lung fetal macrophages (E14.5), preAMs (E16.5, E18.5), or AMs (P14, adult) isolated from C57BL/6 mice (*n* = 4 for P14, *n* = 3 for each other time point). Bulk RNA-seq data of preAMs from *n* = 3 *Hdac3*^*fl/fl*^;*Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ embryos at E18.5 were generated as in Fig. 5. Microarray data for preAMs from *n* = 2 *Pparg*^*fl/fl*^;*Cd11c*^*Cre*^*Pparg*^*fl/fl*^ mice at day 2 after birth was obtained from GEO database (GSE60249). Heat map showing expression of genes associated with PPAR-γ signaling (**c**), oxidative phosphorylation (**e**), and apoptosis (**i**) from two datasets. GSEA plots presenting expression of genes associated with oxidative phosphorylation (**d**) and apoptosis (**h**). qRT-PCR analysis of mRNA expression levels of genes associated with oxidative phosphorylation (**f**) and apoptosis (**j**) in the preAMs isolated from *n* = 3 *Pparg*^*fl/fl*^;*Csf1r*^*iCre*^*Pparg*^*fl/fl*^ embryos at E17.5. *P = 0.012 (*Cox5b*), 0.019 (*Cox6c*), 0.035 (*Ndufb2*), 0.02 (*Tnf*); **P = 7.5e−3 (*Atp5l*), 4.4e−3 (*Cox5a*), 3.4e−3 (*Uqcrq*), 3.3e−3 (*Atf3*), 3.7e−3 (*Il1b*); ***P = 9.5e−6 (*Pparg*), 3.0e−5 (*Atp5g3*), 4.4e−4 (*Cox6a1*), 3.1e–4 (*Cox6b1*), 2.4e−4 (*Ndufa8*), 7.0e–5 (*Sdhb*), 6.5e−4 (*Uqcrfs1*), 5.2e−4 (*Bmp2*), 1.8e−4 (*Ccnd1*), 9.1e−4 (*Cd38*), 3.2e−4 (*Il6*). **g** ChIP-qPCR data representing PPAR-γ binding at the promoter regions of the indicated oxidative phosphorylation genes in MH-S cells. Enrichment value is normalized to input measurements. Representative data from two independent experiments. **k** Schema of HDAC3-PPAR-γ axis in regulation of AM development. Bars represent mean ± SD of biologically-independent samples in each panel. All *P* values were obtained using the Student’s two-tailed unpaired *t* test. Source data are provided as a Source Data file.

We next revisited a recently-published microarray dataset^7^ and analyzed gene expression profiles of lung preAMs from *Pparg*^*fl/fl*^ WT and *Cd11c*^*Cre*^*Pparg*^*fl/fl*^cKO mice at day 2 after birth. As expected, the PPAR-γ signaling pathway in preAMs was severely impaired in the absence of PPAR-γ, which was consistent with our observations in *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^cKO mice (Fig. 7c). Interestingly, oxidative phosphorylation-related genes, which were severely diminished in HDAC3cKO mice, were robustly reduced in PPAR-γ-deficient mice (Fig. 7d–f). ChIP-qPCR analysis using MH-S cells further showed an enrichment of PPAR-γ binding sites in the promoter regions (within 3 kb of the transcription start sites) of oxidative phosphorylation-related genes, including *Atp5l, Cox5a, Cox5b, Cox6a1, Ndufa4, Sdhb, Uqcrfs1*, and *Uqcrq*, all of which were downregulated in the absence of PPAR-γ (Fig. 7e, f), suggesting a possible direct impact of PPAR-γ on mitochondria function-related genes in AMs (Fig. 7g). Moreover, the apoptosis-associated genes were highly enriched in PPAR-γ-deficient mice compared to their WT counterparts, which was also consistent with our observations in HDAC3cKO mice (Fig. 7h–j). These data suggest that the PPAR-*γ* signaling pathway serves as a key pathway that contributes to the dysregulation of mitochondrial oxidative function and cell survival in the HDAC3-deficient AMs. Taken together, our study demonstrates that the HDAC3-PPAR-*γ* axis is indispensable for normal mitochondrial oxidative function and cell survival during AM development (Fig. 7k).

## Discussion

The concept of TRMs has been refreshed in the past few years. Recent lineage-tracing studies have revealed that adult mouse TRMs are derived from embryonic YS EMP-derived macrophages and FL monocytes rather than from bone marrow-derived precursors, and they are self-maintained at steady state after birth^2,24,37^. Although a few genes (e.g., *Csf2*, *Pparg*, and *Tgfb*) have been identified as requirements for AM development, little information is known about the epigenetic regulators that instruct the development and maintenance of AMs. HDAC3, belonging to the class I HDAC family, plays a critical role in many biological processes, including circadian rhythm^17^, intestinal homeostasis^38^, and tissue thermogenesis^14^. Here, we demonstrate that HDAC3 is required for embryonic development and postnatal maintenance of lung AMs at steady state. In addition, HDAC3 controls AM regeneration from BM progenitors after lethal whole-body irradiation. Our data further indicate that HDAC3 is dispensable for development of TRMs in the brain, spleen, kidney, and pancreas, suggesting that HDAC3 regulates TRM ontogeny in an organ-specific manner.

As the resident macrophages in lung alveoli, AMs are long lived with proliferative self-renewal capability, and control the maintenance of airway homeostasis through their capacity of clearing surfactant and cell debris at steady state^1,39^. During respiratory infection or inflammation, AMs also function as antigen-presenting cells by transporting exogenous antigens to lung-draining lymph nodes and releasing a wide array of cytokines and chemokines to reprogram both innate and adaptive immune responses^40,41^. However, it remains unclear whether multifunctional roles of AMs are derived from AM heterogeneity at the individual cell level. Recent advances in single-cell technology have provided a powerful tool to study tissue and cell heterogeneity^28,42–44^. To address if the AMs are heterogenous at steady state and if HDAC3 regulates AM heterogeneity and subset function, we performed scRNA-seq of mature AMs in the adult mice from WT and CD11cCre.HDAC3 KO mice. We found that the murine lung tissues contain four transcriptionally-distinct AM cell subsets. The most abundant cluster (cluster 1) accounted for over 85% of the total lung AMs and expressed high levels of genes related to lipid metabolism, including *Abcg1*^45^ and *Ltc4s*^46^. Thus, this abundant AM cluster may be specialized for pulmonary surfactant lipid clearance. It has been shown that the adult AM network is maintained throughout life by a slow local proliferation of lung AMs rather than from BM precursors^8^. 

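Under the settings tried before the data were examined, the share of cluster 1 lay between 85.7%, with variable genes ranked by dispersion without bins of mean expression, and 89.4%, with 1000 variable genes. With clusters named by the genes in the text, a choice made after seeing the data, it was 79.9% (95% Wilson interval 78.1% to 81.6%), because 184 MHC class II-expressing cells then left cluster 1. Ltc4s lies on chromosome 11 of GRCm38 from 50236461 to 50238616, encodes leukotriene C4 synthase and was detected in 84.1% of all cells. On the test set its mean log value was 1.55 in cluster 1 and 1.42 in all other cells. The difference of 0.130 (standard error 0.0773) had an adjusted p of 0.0493 in the one-sided permutation test. The setting that compares with cluster 1 only repeats the same comparison for genes of cluster 1, with other random resamples. It gave an adjusted p of 0.0513 in that test. The result therefore lies at the threshold of 0.05. The adjusted p from this permutation test was 0.0977 on the scale of the log of 0.1 plus UMIs per 10000, and 0.173 with clusters named by the genes in the text. In 2 of 4 other random splits of the UMIs the adjusted p was 0.0982 and 0.303, so this difference was not detectable in all of them.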

Interestingly, one of the minor AM clusters (cluster 2, 6%) was characterized by higher expression of cell cycle-related genes, and may represent proliferating AM cells that slowly renew the AM network, which has yet to be further tested. 

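In the WT library cluster 2 held 108 cells, or 5.26% of the total (95% Wilson interval 4.37% to 6.31%). With 20 components in place of 15 the share was 6.33%, the largest among the settings tried. The cells of cluster 2 had a median of 4199 UMIs and 1852 genes, against 3228 UMIs and 1437.5 genes in cluster 1, and with 1801 UMIs drawn from each of the 1850 cells that held as many the share was 6.32%. Outside the Fig. 4b list of the cluster, 31 genes of an S phase list had a median difference of 0.130 in mean log value on the test set between cluster 2 and the other cells, and 22 genes of a G2/M phase list had one of 0.117. Both medians were above 100% of 10000 random lists of matched expression, whose medians centred on 0.00472 and 0.00165. These lists were compared between groups of cells in 1 library. They measure neither the share of all cells in cycle nor the rate of division.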

Another minor AM cluster (cluster 3, 3%) was enriched in many antigen-presentation-related genes and may represent the AM subpopulation that possesses antigen-presenting function^47^. Furthermore, the most minor AM cluster (cluster 4, 4%) highly expressed a variety of genes involved in immune responses and may serve as the major source of AMs for secreting pro-inflammatory cytokines and chemokines during inflammatory conditions. 

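Named by the top 10 Fig. 4b genes, no data cluster was cluster 3, and the 95% Wilson interval for 0 of 2055 cells reaches 0.187%. The 0 comes from the naming of whole data clusters, so this interval does not bound the share of cells of this type. At this number of cells, 3 cells are 0.146% of the library. When each cell was named by its own highest signature score, 44 cells (2.14%, interval 1.60% to 2.86%) were assigned to cluster 3, and with variable genes ranked by dispersion without bins 101 cells (4.91%, interval 4.06% to 5.94%) were. The data cluster with the highest MHC class II expression held 184 cells, or 8.95% (interval 7.79% to 10.3%). Of the cells in that data cluster 62.5% had H2-Eb1, which is among the top 10 Fig. 4b genes, whereas Tnip3, Marcks and Dcstamp, also among these genes, were found in 4.35%, 3.80% and 2.72% of them.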

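In the WT library cluster 4 held 121 cells, or 5.89% (95% Wilson interval 4.95% to 6.99%), with a median of 3463 UMIs per cell. The interval overlaps that of cluster 2, so the sizes of these clusters could not be told apart in 1 library. Among the settings tried before the data were examined, the share of cluster 4 ranged from 4.87%, with variable genes ranked by dispersion without bins, to 6.28%, with 10 components. In this steady-state library Tnf was found in 407 cells in all (19.8%) and Cxcl2 in 1367 (66.5%). UMIs of both genes were thus also counted outside cluster 4. Free RNA carried into droplets was not estimated for these genes, so these cells need not all express them.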

Together, our data suggest that individual AM subpopulations might be specialized for unique functions to regulate lung homeostasis and antipathogen immunity.

Interestingly, HDAC3 deficiency resulted in unproportionable changes in the number of AM sub-cluster cells, indicating a cluster-dependent effect of HDAC3 on AM homeostasis. Moreover, the transcriptomic changes and their associated pathway dysregulation induced by HDAC3 deletion in AMs also showed a cluster-specific pattern, i.e., mitochondria dysfunction in cluster 1, cell cycle control disorders in cluster 2, antigen-presenting dysfunction in cluster 3, and immune response dysregulation in cluster 4. Notably, the mitochondria dysfunction found in the abundant AM cluster (cluster 1) is consistent with our observations from bulk-RNA seq data showing impaired mitochondrial oxidative function and deteriorative cell death in the absence of HDAC3 during AM development. Given the importance of mitochondria function in immune metabolism and cell survival of macrophages^48^, we reason that the loss of cluster 1 caused by impaired mitochondria function largely contributes to the reduced number of total AM cells in the HDAC3cKO mice. Moreover, the disorders of cell cycle control and DNA damage response in the proliferating cluster (cluster 2) likely lead to less proliferative capacity of this cluster, which may also partially contribute to the reduced number of HDAC3-deficient AM cells. On the other hand, loss of HDAC3 significantly affected the antigen-presenting function of cluster 3 and the immune-responsive function of cluster 4, suggesting that HDAC3 might crucially control the function of both AM clusters during immune responses. Further studies are needed to assess the role of HDAC3 in the functionality of individual AM subpopulations in the pathogenesis of lung diseases, such as asthma and cancer. Furthermore, it remains to be determined whether fetal immature preAMs have subpopulations and how HDAC3 regulates preAM subsets, if any, during embryonic development. However, given severe developmental defects on preAMs in the absence of HDAC3, we currently could not obtain enough cells from the KO littermates for scRNA-seq analysis. Advanced technology, e.g., mass cytometry, may serve as a promising and powerful tool to address these interesting questions in the future^49^.

Inhibition of HDACs is emerging as a promising approach to treat various types of malignant diseases, neurodegenerative diseases, inflammatory disorders, and cardiovascular diseases^50^. Four pan HDACi have been approved by the FDA as anticancer agents for treatment of lymphoma and multiple myeloma, while many other pan HDACi are currently in clinical trials for treatment of lymphoma and solid tumors^51^. HDACi have also been recently suggested in the treatment of asthma and other inflammatory lung diseases^20,21^. However, due to common side effects of these pan HDAC inhibitors, developing drugs with high selectivity for individual HDAC has drawn great attention. On the other hand, different subtypes of HDACs appear to play disparate roles in immune defense and disease progression^52^. Understanding the underlying mechanism by which individual HDACs regulate immune cell development, maintenance, and function will help us to identify potential therapeutic treatments. In the present study, deletion of HDAC3 leads to repressed PPAR-γ expression in fetal immature AMs, as well as adult mature AMs, as confirmed by bulk RNA-seq and scRNA-seq analyses, respectively, suggesting the essential role of the HDAC3-PPAR-γ axis in the development and maintenance of AMs. In addition, our data imply that the HDAC3-PPAR-γ axis controls fetal immature AM development, at least partially through regulation of mitochondria function and cell survival. Interestingly, PPAR-γ binding sites are enriched near the genes associated with oxidative phosphorylation, suggesting that PPAR-γ might directly regulate mitochondrial oxidative function in AMs. On the other hand, given lack of PPAR-γ expression in TRMs from other organs, the HDAC3-PPAR-γ axis seems to be only required for TRM development in a lung-specific manner. It should be noted that a very recent single-cell study revealed an enrichment of PPAR-γ^hi^ macrophages in human lung adenocarcinoma lesions that likely promotes an immunosuppressive microenvironment^53^. Thus, HDAC3i could be promising immunotherapeutic drugs to treat lung cancer patients by targeting the HDAC3-PPAR-γ axis in lung macrophage populations, which needs to be further investigated.

In conclusion, our data have provided evidence that HDAC3 serves as a key epigenetic regulator to control AM development at the embryonic stage, as well as in AM maintenance and regeneration after birth. Accumulated research has indicated that AMs are involved in the development of cancer, autoimmune, and inflammatory diseases in the airway. Thus, our findings may shed light on HDAC3 as a potential therapeutic target for AM-based intervention in cancer and autoimmune diseases.

## Methods

### Animals

*Hdac3*^*fl/fl*^ mice were provided by Scott W. Hiebert^54^. C57BL/6 (Strain #000664), B6.SJL (Strain #002014), *Cd11c*^*Cre*^ (Strain #008068), *Csf1r*^*iCre*^ (Strain #021024), *Ubc*^*CreER*^ (Strain #007001), and *Pparg*^*fl/fl*^ (Strain #004584) mice were purchased from the Jackson Laboratory (Bar Harbour, ME). To generate myeloid lineage-specific HDAC3 mutant mice, we crossed *Hdac3*^*fl/fl*^ and *Csf1r*^*iCre*^ mice (back to a B6/C57 mouse genetic background for 6 generations). To generate CD11c-expressing, cell-specific HDAC3 mutant mice, we crossed *Hdac3*^*fl/fl*^ and *Cd11c*^*Cre*^ mice. To generate inducible HDAC3 deletion mice, we crossed *Hdac3*^*fl/fl*^ and *Ubc*^*CreER*^ mice. To generate myeloid lineage-specific PPAR-γ-deficient mice, we crossed *Pparg*^*fl/fl*^ and *Csf1r*^*iCre*^ mice. To generate heterozygous mice expressing both CD45.1 and CD45.2, named B6.SJL^hetero^, we crossed B6.SJL (CD45.1) with C57BL/6 (CD45.2) mice.

Male and female mice from 6–18 weeks of age were used. All experiments included age-matched and sex-matched littermate controls. Embryonic development was estimated considering the day of vaginal plug formation as embryonic age of 0.5 days.

All mice were housed under specific pathogen-free conditions at temperatures of 20–26 °C with 30–70% humidity and a 12-h light/12-h dark cycle at Henry Ford Health System. Experimental animal protocols were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee.

### Genotyping

Genotyping of *Csf1r*^*iCre*^^55^, *Cd11c*^*Cre*^^56^, *Ubc*^*CreER*^^57^, and *Pparg*^*fl/fl*^^58^ mice was performed in adherence to the standard PCR-based procedure. The following primers were used for each mouse strain: *Csf1r*^*iCre*^: forward 5′-CTAGGCCACAGAATTGAAAGATCT-3′ and reverse 5′-ATCAGCCACACCAGACACAGAGATC-3′; *Cd11c*^*Cre*^*:* forward 5′-ACTTGGCAGCTGTCTCCAAG-3′ and reverse 5′-GCGAACATCTTCAGGTTCTG-3′; *Ubc*^*CreER*^: forward 5′-GACGTCACCCGTTCTGTTG-3′ and reverse 5′-AGGCAAATTTTGGTGTACGG-3′; *Pparg*^*fl/fl*^: 5′-CTAGTGAAGTATACTATACTCTGTGCAGCC-3′ and 5′-GTGTCATAATAAACATGGGAGCATAGAAGC-3′. *Hdac3*^*fl/fl*^ mice were genotyped using the following PCR primer pair: 1597B, 5′-GGACACAGTCATGACCCGGTC-3′; 1133T, 5′-CTCTGGCTTCTGCTATGTCAATG-3′. The floxed allele of *Hdac3*^*fl/fl*^ mice produced a 504-bp PCR product, whereas the wild type allele resulted in a 464-bp PCR product.

### Cell culture

MH-S cells (ATCC, CRL-2019) were cultured with RPMI 1640 with 4.5 g/L D-glucose (Gibco/Thermo Fisher Scientific), 10% FBS, 0.05 mM 2-Mercaptoethanol (Gibco/Thermo Fisher Scientific), and 1% penicillin-streptomycin-amphotericin B at 37 °C in 5% CO_2_. The cell line was passaged at approximately 80–90% confluence.

### Isolation of embryonic and adult cells

Pregnant females were sacrificed by CO_2_ exposure. Embryos ranging from embryonic days E10.5-E18.5 were removed from the uterus and washed in 4 °C phosphate-buffered saline ([PBS], Invitrogen, Carlsbad, CA). Embryos were exsanguinated through decapitation. Lungs, liver, brain, kidneys, spleen, and pancreas were collected, minced into tiny pieces, and incubated for 30 min in PBS containing 1 mg/ml collagenase D (Roche, Basel, Switzerland), 0.01% DNase I (Worthington Biochemical Corp., Lakewood, NJ), and 3% FBS (Hyclone, San Angelo, TX) at 37 °C. Erythrocytes from all the samples were lysed for 3 min with 0.83% NH_4_Cl buffer. The cells from the adult tissues were isolated by the same method with some modifications. The adult lungs were harvested, minced, and incubated in PBS containing 1 mg/ml collagenase D (Roche), 0.01% DNase I (Worthington), and 3% FBS (Hyclone) at 37 °C for 45 min. The erythrocytes were lysed as described above. All the cell suspensions were passed through a 70 μm cell strainer (BD Biosciences, San Jose, CA).

### Flow cytometry and cell sorting

Single-cell suspensions were centrifuged at 450 × *g* for 7 min, resuspended in ice-cold staining buffer (1× PBS with 2% FBS), and placed in 96-well round-bottom plates. After incubation with purified anti-FcγRII/III antibody (clone 2.4G2) at 4 °C for 15 min, cells were stained with a mixture of fluorescent surface antibodies at 4 °C for 30 min. The stained samples were either directly analyzed by flow cytometry or fixed with 2% formalin at 4 °C for 20 min prior to storage at 4 °C overnight. The full list of antibodies used can be found in Supplementary Table 1. Flow cytometry was performed with FACSAria™ II or FACSCelesta™ flow cytometer (BD Biosciences). Data were acquired using BD FACSDiva software version 8.0.2 (BD Biosciences) and analyzed using FlowJo 10.5.3 (BD Biosciences).

The CD45^+^CD11c^hi^Siglec-F^hi^ lung AMs of adult *Hdac3*^fl/fl^ and *Ubc*^*CreER*^*Hdac3*^fl/fl^ mice were sorted by FACS Aria II flow cytometer. The CD45^+^F4/80^hi^CD11b^int^ fetal lung macrophages at E14.5, CD45^+^F4/80^int^CD11b^int^preAMs at E16.5 and E18.5, CD45^+^CD11c^hi^Siglec-F^hi^ adult lung AMs, as well as CD45^+^F4/80^int^CD11b^hi^ FL monocytes at E16.5 from *Hdac3*^fl/fl^ and *Csf1r*^iCre^*Hdac3*^fl/fl^ mice were also sorted by FACSAria™ II flow cytometer. The purity of the isolated populations was >95%.

### Mitochondria function and cell apoptosis assays

The MitoTracker Orange (Invitrogen/Thermo Fisher Scientific) stock solution was prepared according to the manufacturer’s instructions. Briefly, 50 μg of lyophilized MitoTracker Orange dye was dissolved in DMSO to a final concentration of 1 mM and stored at −20 °C in the dark. Cells were incubated with 50 nM MitoTracker Orange in the prewarmed RPMI 1640 medium at 37 °C with 5% CO_2_ for 15 min_,_ followed by two washes with PBS. The stained cells were analyzed by flow cytometry (Ex 554 nm, Em 576 nm).

Cell apoptosis was measured using the Annexin V Apoptosis Detection Kit (eFuor^TM^450 or APC, eBioscience/Thermo Fisher Scientific). In brief, freshly-isolated cells were washed once with 1× binding buffer and resuspended in 100 μL of 1× Binding Buffer at 5 × 10^6^/ml. After adding 3 μL of fluorochrome-conjugated Annexin V, the cells were incubated at RT for 13 min. The stained cells were washed once with 1× binding buffer and analyzed by flow cytometry.

### Tamoxifen treatment

Tamoxifen (Sigma Aldrich, St. Louis, MO) was dissolved in corn oil (Sigma Aldrich) containing 10% (vol/vol) ethanol (Thermo Fisher Scientific) and was intraperitoneally administered at 50 mg/kg of mouse weight for five consecutive days.

### Bone marrow chimeras

B6.SJL^Hetero^ (CD45.1^+^CD45.2^+^) mice were lethally irradiated once with 950 rads. Donor BM cells were harvested from age-matched and sex-matched CD45.2^+^ *Hdac3*^*fl/fl*^ and *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ mice, as well as B6.SJL (CD45.1^+^) mice. The BM cells from *Hdac3*^*fl/fl*^ or *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ mice were mixed with the cells from B6.SJL mice (at a 4:1 ratio) and then co-transferred to the irradiated B6.SJL^Hetero^ recipient mice (10 × 10^6^ mixed cells/mouse). The recipient mice were sacrificed 10 wks after reconstitution.

### RNA extraction and quantitative real-time PCR

Total RNA was extracted from TRMs with miRCURY RNA Isolation Kit—Cell and Plant (Exiqon). The RNA was reverse-transcribed to cDNA with High Capacity cDNA Reverse Transcription Kits (Applied Biosystems, Foster City, CA). Quantitative real-time PCR (qRT-PCR) reactions were prepared using FastStart Universal SYBR Green Master (ROX, Roche) and carried out using QuantStudio 7 Flex Real-Time PCR System (Applied Biosystems). Data were collected using QuantStudio 7 Flex Real-Time PCR System software version 1.2 (Applied Biosystems) and analyzed using Microsoft Excel 2016 (Microsoft, Redmond, Washington). The full list of primers used can be found in Supplementary Table 2. Samples were normalized to GAPDH expression.

### Immunofluorescence

A piece of lung or liver freshly isolated from adult mice or embryos at E18.5 was immediately frozen in OCT compound for cryostat sectioning (5 μm per section). The frozen tissue sections were fixed with acetone for 15 min at −20 °C. After rinsing with PBS for 5 min, samples were blocked with anti-FcγRII/III antibody at RT for 15 min followed by staining at 4 °C overnight with PE-labeled anti-Siglec-F (adult lung) or PE-labeled anti-F4/80 (fetal lung) antibody. The samples were then stained with 1 μg/ml DAPI at RT for 1 min and mounted under a coverslip with one drop of IMMU-MOUNT (Thermo Fisher Scientific). Specimens were visualized on an Olympus FSX100 fluorescence microscope (Olympus Scientific Solutions Americas Corp, Waltham, MA) at ×10 magnification. At least 5 independent images were collected from each specimen. Images were collected using FSX-BSW (version 03.02.12) software (Olympus). The cell density of AMs (Siglec-F^+^) or preAMs/TRMs (F4/80^+^) was measured based on cell numbers counted in the fields using cellSens Dimensions Imaging Software version 1.15 (Olympus).

### Bulk RNA sequencing

To achieve optimal library quality, cDNA synthesis and preamplification for total RNA of the sorted lung preAMs from WT or *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ cKO embryos at E18.5 were performed using the SMART-Seq v4 Ultra Low Input RNA Kit (Clontech, Mountain View, CA) following the manufacturer’s instructions. Briefly, cDNA was pre-amplified by a thermal cycler (Applied Biosystem) using 12–14 cycles and sheered into 150–400 bp fragments using a Bioruptor Pico sonicator (Diagenode, Denville, NJ). The DNA ends were repaired using End-It™ DNA End-Repair Kit (Epicentre, Charlotte, SC). The end-repaired DNA fragments were ligated to adapters by T4 ligase (New England Bioloabs, Ipswich, MA) after a single A was added at 3′ by Klenow Fragment (3′ → 5′ Exo-) (New England Bioloabs). MinElute Reaction Cleanup Kit (Qiagen, Gaithersburg, MD) was used for DNA cleanup after each step. Illumina P5 and P7 primers with indicated adapters (Supplementary Table 3) were used for final library amplification. The 150–400 bp final product was purified on a 2% E-gel (Thermo Fisher Scientific). Sequencing was performed by the DNA sequencing core facility at University of Michigan using a 50 bp single end read setup on the Illumina Hiseq 4000 platform.

### Single-cell RNA sequencing

Single-cell sequencing libraries were generated by an established protocol using the 10× Genomics Chromium Single Cell 3′ Reagent Kit (v2 Chemistry) and Chromium Single Cell Controller^59^. Briefly, 5000 FACS-sorted cells were loaded into each reaction for gel bead-in-emulsion (GEM) generation and cell barcoding. Reverse transcription of the GEM (GEM-RT) was performed using a Veriti™ 96-Well Fast Thermal Cycler, (Applied Biosystems) at 53 °C for 45 min, 85 °C for 5 min, and a 4 °C hold. cDNA amplification was performed after GEM-RT cleanup with Dynabeads MyOne Silane (Thermo Fisher Scientific) using the same thermocycler (98 °C for 3 min, 98 °C for 15 s, 67 °C for 20 s, 72 °C for 1 min, followed by a 12 cycle repeat at 72 °C for 1 min and a 4 °C hold). Amplified cDNA was cleaned up with SPRIselect Reagent Kit (Beckman Coulter, Brea, CA) that was followed by a library construction procedure, including fragmentation, end repair, adapter ligation, and library amplification. An Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA) was used for library quality control. Libraries were sequenced on an Illumina HiSeq4000 using a paired-end flow cell: Read 1, 26 cycles; i7 index, 8 cycles; Read 2, 98 cycles.

### ChIP sequencing

Cell pellets from freshly-isolated AMs (1.38 × 10^6^ and 0.77 × 10^6^ cells for WT and cKO, respectively) of adult *Hdac3*^*fl/fl*^ WT (*n* = 13) or *Csf1r*^*iCre*^*Hdac3*^*fl/fl*^ cKO mice (*n* = 26) were directly frozen at −80 °C. The samples were then submitted to EpiGentek (Farmingdale, NY) for ChIP, library preparation, and sequencing. Briefly, the cells were fixed with 1% formaldehyde and chromatin was isolated using a ChromaFlash^TM^ Chromatin Extraction Kit. Chromatin was sheared using the Episonic2000 Sonicatin System. ChIP was performed using an antibody against HDAC3 (Abcam, #ab7030, polyclonal, 2 µg/500 µl assay buffer) on the chromatin, and input DNA (without immunoprecipitation) was used as background. After adapter linking, the library was size selected (100–300 bp) and PCR amplified. Ten nanomolar of each sample library was provided for next generation sequencing on a HiSeq 4000.

### ChIP-qPCR

The ChIP assay was performed on 80–90% confluent cultures using an EZ-ChIP kit (Millipore, Burlington, MA, #17-371) and 1 μg of anti-RNA Polymerase II antibody (Millipore, #05-623B, clone CTD4H8, 1 μg/ml), 2 μg of anti-HDAC3 antibody (Abcam, #ab32369, clone Y415, 2 μg/ml), 1 μg of anti-PPAR-γ antibody (Cell Signaling, Danvers, MA, #2443 S, clone 81B8, 1 μg/ml), and 1 μg of rabbit IgG (Abcam, #ab171870, polyclonal, 1 μg/ml) per reaction. DNA-relative enrichment was determined by normalization to an input genomic DNA. All ChIP experiments were obtained from independent chromatin preparations, and all quantitative real-time PCR reactions were performed in duplicates for each sample on each amplicon. Primers for the ChIP-qPCR are listed in Supplementary Table 2.

### Bulk RNA-Seq and ChIP-Seq data processing

The RNA-Seq reads were aligned to the mouse GRCm38/mm10 reference genome and expression levels for each sample were quantified and normalized using Biomedical Genomics Workbench 5.0 (Qiagen). Gene ontology (GO) biological process enrichment analysis was performed using DAVID Bioinformatics Resources 6.8^60^. Gene Set Enrichment Analysis (GSEA) was performed using GSEA software 4.0.3^61,62^. Further pathway analysis was performed using the Ingenuity Pathway Analysis ([IPA], Qiagen Bioinformatics, version 42012434). Raw ChIP-seq reads were quality checked using the software FastQC version v0.10.1^63^ and processed using BBDuk (v36.19) and seqtk (v1.2-r94, https://github.com/lh3/seqtk) to trim the adapters and low-quality bases, respectively. The trimmed reads were then aligned to the mouse mm10 genome sequence using Bowtie2 (v2.2.5)^64^ and only uniquely-matching reads were retained. Mapping results of each ChIP and the input sample were subjected to ChIP-enriched peak calling using the MACS2^65^ (v2.1.1.20160309). Peak annotation was conducted using ChIPseeker (v1.24.0)^66^.

### scRNA-seq data processing

Paired-end read counts for all known murine genes underwent barcode and unique molecular identifier (UMI) deconvolution. They were subsequently aligned to the mm10 reference genome using the 10× Cell RangerTM [v2.1] pipeline^67,68^. A total of 2000–3000 cells were captured, with 53,000–73,000 mean reads per cell, and 1200–1300 median genes per cell. Datasets were subsequently analyzed using R-3.3.2 package Seurat’s Canonical Correlation Analysis (CCA) workflow to characterize the differences between pooled samples^69^.

The following quality control metrics were employed. To identify potential doublets, cells expressing uncharacteristically high numbers of genes (>2500) were excluded (double the median number of genes). Low-quality cells were excluded based on a low number of genes detected (<300) or having high mitochondria genetic content (>5.0%). In addition, uninteresting sources of variation within the data were removed. Genes removed include sex-specific genes (Xist and all Y chromosome genes), ribosomal structural proteins as identified by gene ontology term GO:0003735 and the RPG: Ribosomal Protein Gene database^70^, non-coding rRNAs, Hbb, and genes expressed in <3 cells.

The global-scaling normalization method, LogNormalize, was employed to normalize gene expression measurements of each cell by the total expression, multiplying this by a factor of 10,000, followed by log-transformation. Highly variable genes in each data analysis were identified, and the intersecting top 500 genes in each dataset were used for clustering and downstream analyses. Datasets underwent scaling based on nUMI and percent mitochondria gene content. The number of CCs (1:15) used to cluster cells was determined by manual inspection of scree plots. Further pathway analysis was performed using IPA.

### Statistics and reproducibility

No statistical method was utilized to predetermine sample size. Student’s unpaired two-tailed *t* tests were performed using GraphPad Prism 8.4.3 software (GraphPad, La Jolla, CA) unless otherwise specified. Statistical significance is displayed as: *N.S*., not significant; *P < 0.05; **P < 0.01; ***P < 0.001.

Bulk RNA-seq (three biologically independent samples/group), scRNA-seq (single sample/group), and ChIP-seq (single sample/group) were performed one time. Immunofluorescence, bone marrow chimera, ChIP-qPCR and qRT-PCR experiments were performed twice independently with similar results. All other experiments were performed at least three times independently with similar results.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Information

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

All ChIP-seq, bulk RNA-seq, and scRNA-seq data reported here have been deposited in the Gene Expression Omnibus (GEO) under accession number SuperSeries GSE122533. The data of PPAR-γ microarray (GSE60249^7^) had been previously disclosed in GEO by other researches. DAVID Bioinformatics Resources 6.8^60^ and RPG: Ribosomal Protein Gene database^70^ are both publicly accessible. The data supporting this study are available in the Article, Supplementary Information, Source Data, or available from the authors upon reasonable requests. The reporting summary and editorial checklist for this article are available as a Supplementary file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Histone deacetylase 3 controls lung alveolar macrophage development and homeostasis
**Source:** Nat Commun. 2020 Jul 30;11:3822. doi: 10.1038/s41467-020-17630-6
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

**Histone Deacetylase 3 controls lung alveolar macrophage  
development and homeostasis**

Yao et al.

# Supplementary Figure 1

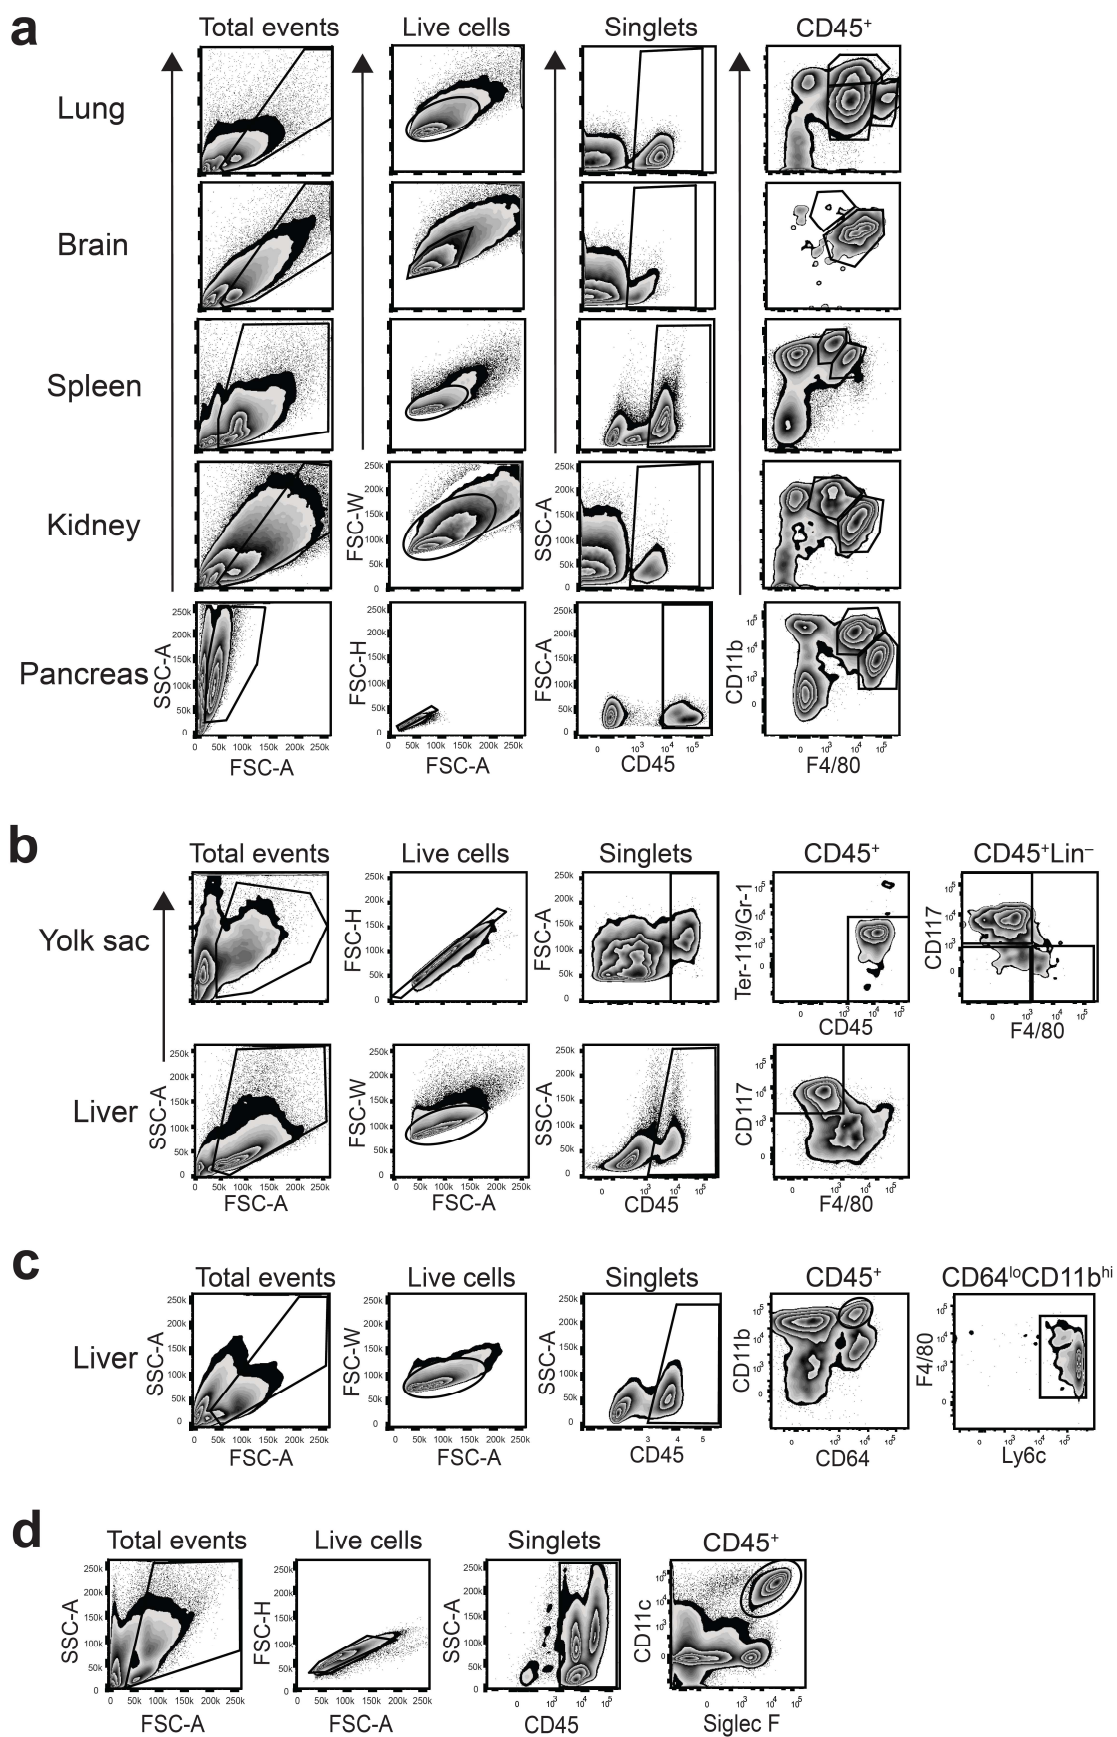

## Supplementary Figure 1

### Gating strategy for adult AMs, fetal preAMs, TRMs, and their YS or FL progenitors.

**(a)** Single-cell suspensions of lung and other indicated organs were prepared from *Hdac3<sup>fl/fl</sup>* embryos at E18.5. After excluding dead cells (FSC-A vs. SSC-A) and doublets (FSC-A vs. FSC-H), all cells were gated based on CD45 expression. CD45<sup>+</sup> cells were further gated based on F4/80 and CD11b expression for preAMs (F4/80<sup>int</sup>CD11b<sup>int</sup>), TRMs (F4/80<sup>hi</sup>CD11b<sup>int</sup>), and monocytes (F4/80<sup>int</sup>CD11b<sup>hi</sup>). Gating strategy for sorting and analysis of lung TRMs and preAMs (Fig. 1a-d, Fig. 5a-k, Fig. 6a-c,f-h, Fig. 7a-f, h-j, Supplementary Fig. 7a,b, 8a,b) and for analysis of TRMs and monocytes in other organs (Supplementary Fig. 3a,b). **(b)** CD117 and F4/80 expression was analyzed for EMPs (CD117<sup>hi</sup>F4/80<sup>-</sup>), pMacs (CD117<sup>-</sup>F4/80<sup>-</sup>), and macrophages (CD117<sup>-</sup>F4/80<sup>+</sup>) within CD45<sup>+</sup>Lin<sup>-</sup> live singlets in YS at E9.5. EMPs were also analyzed within CD45<sup>+</sup> live cells in FL at E12.5. Gating strategy for data presented on Fig. 1g. **(c)** FL monocytes (CD64<sup>lo</sup>CD11b<sup>hi</sup>Ly6c<sup>hi</sup>) were analyzed within CD45<sup>+</sup> live cells at E18.5. >97% of CD64<sup>lo</sup>CD11b<sup>hi</sup> cells were Ly6c<sup>hi</sup>. Gating strategy for data presented on Fig. 1i and Supplementary Fig. 2a,b. **(d)** Gating strategy used to sort and analyze lung AMs (CD11c<sup>hi</sup>Siglec F<sup>hi</sup>) within CD45<sup>+</sup> live cells from *Hdac3<sup>fl/fl</sup>* adults (for data presented on Fig. 2a,c-f, Fig. 3b, Fig. 4a-f, Fig. 6d, Supplementary Fig. 4a,b, Fig. 5, Fig. 6a-c). Representative data shown are from at least 3 independent experiments.

## Supplementary Figure 2

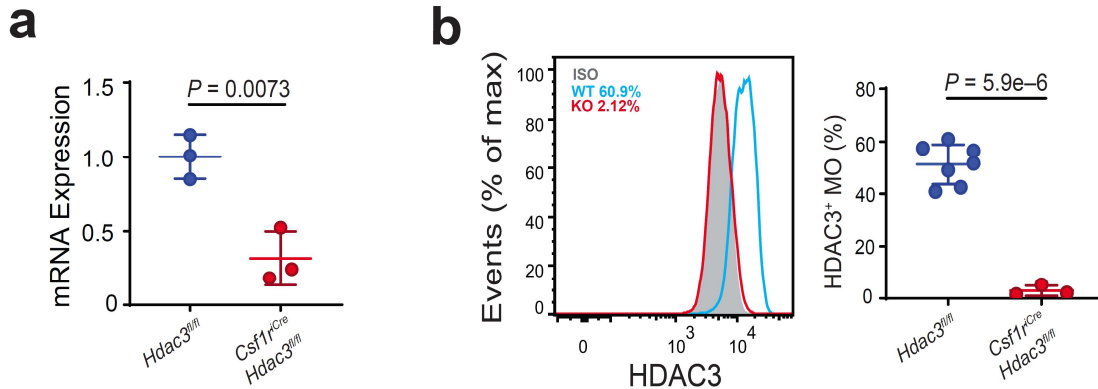

### Supplementary Figure 2

#### Deletion of HDAC3 in FL monocytes from HDAC3-deficient mice.

(a) qRT-PCR analysis of HDAC3 mRNA expression in FL monocytes (MO) isolated from the *Hdac3<sup>fl/fl</sup>* and *Csf1r<sup>Cre</sup>Hdac3<sup>fl/fl</sup>* embryos at E16.5. Fold change represents the relative expression levels of HDAC3 compared to WT *Hdac3<sup>fl/fl</sup>* mice. Bars represent mean  $\pm$  SD from three biologically independent samples per group. (b) Flow cytometry of HDAC3 expression on FL MO from *Hdac3<sup>fl/fl</sup>* and *Csf1r<sup>icre</sup>Hdac3<sup>fl/fl</sup>* newborns (P0-P1). Rabbit IgG served as an isotype control (Iso). Frequencies of HDAC3<sup>+</sup> FL MO from *Hdac3<sup>fl/fl</sup>* ( $n = 7$ ) and *Csf1r<sup>icre</sup>Hdac3<sup>fl/fl</sup>* ( $n = 3$ ) biologically independent samples shown on the right panel. One dot presents one mouse and bars represent mean  $\pm$  SD. All  $P$  values were obtained using the Student's two-tailed unpaired  $t$  test. Source data are provided as a Source Data file.

## Supplementary Figure 3

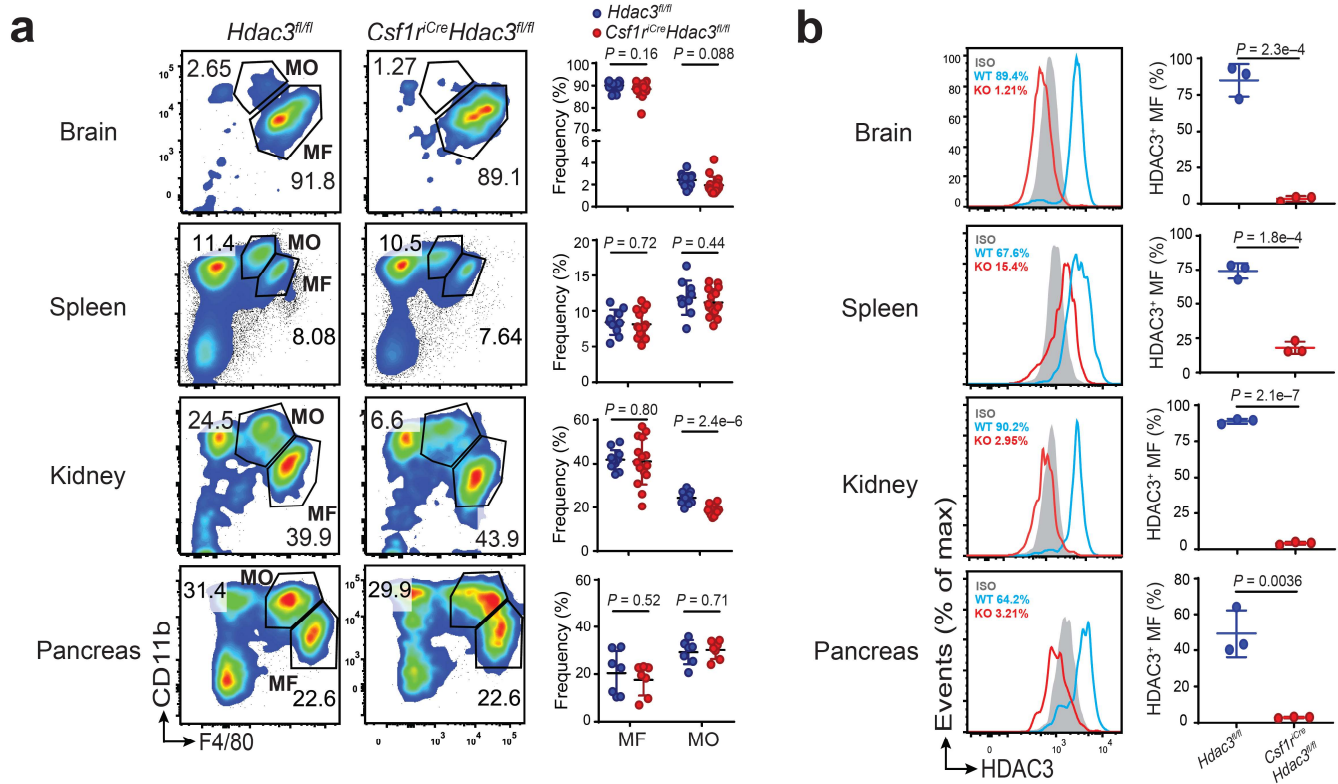

## Supplementary Figure 3

### TRMs and MOs in brain, spleen, kidney, and pancreas from HDAC3-deficient embryos.

(a) Flow cytometry analysis of macrophages (MF, F4/80<sup>hi</sup>CD11b<sup>int</sup>) and monocytes (MO, F4/80<sup>int</sup>CD11b<sup>hi</sup>) of indicated organs from *Hdac3<sup>fl/fl</sup>* and *Csf1r<sup>Cre</sup>Hdac3<sup>fl/fl</sup>* embryos at E18.5. The frequencies of MF and MO (mean ± SD) are shown on the right. Brain: *Hdac3<sup>fl/fl</sup>* (n = 12) and *Csf1r<sup>Cre</sup>Hdac3<sup>fl/fl</sup>* (n = 17) biologically independent samples; spleen: *Hdac3<sup>fl/fl</sup>* (n = 10) and *Csf1r<sup>Cre</sup>Hdac3<sup>fl/fl</sup>* (n = 15) biologically independent samples; kidney: *Hdac3<sup>fl/fl</sup>* (n = 12) and *Csf1r<sup>Cre</sup>Hdac3<sup>fl/fl</sup>* (n = 15) biologically independent samples; pancreas: *Hdac3<sup>fl/fl</sup>*; *Csf1r<sup>Cre</sup>Hdac3<sup>fl/fl</sup>* (n = 7) biologically independent samples. (b) Flow cytometry of HDAC3 expression on MFs of indicated organs from *Hdac3<sup>fl/fl</sup>* and *Csf1r<sup>Cre</sup>Hdac3<sup>fl/fl</sup>* newborns (P0-P1). Frequencies of HDAC3<sup>+</sup> MF (mean ± SD) shown on the right panel. One dot presents a pooled sample from 1-3 mice. n = 3 *Hdac3<sup>fl/fl</sup>*; *Csf1r<sup>Cre</sup>Hdac3<sup>fl/fl</sup>* biologically independent samples for each organ. All P values were obtained using the Student's two-tailed unpaired t test. Source data are provided as a Source Data file.

## Supplementary Figure 4

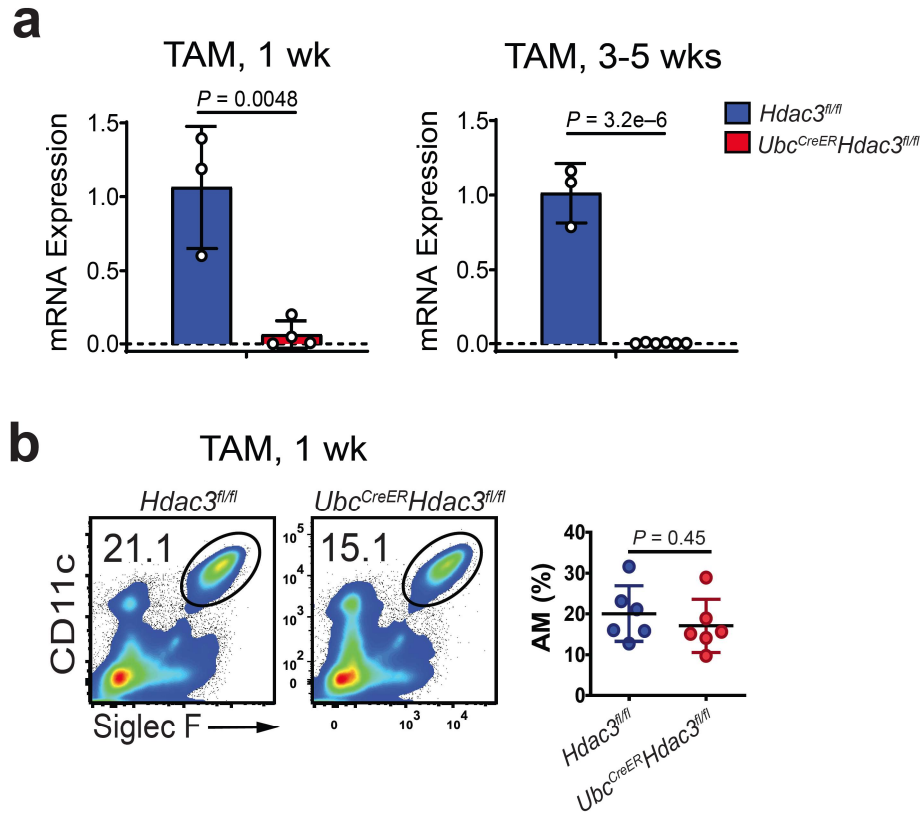

## Supplementary Figure 4

## Supplementary Figure 5

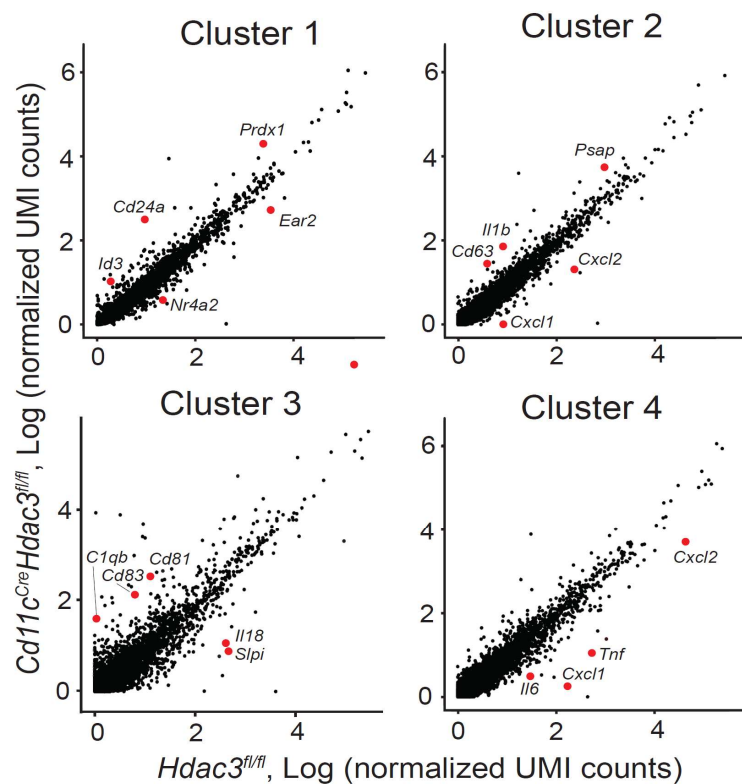

## Supplementary Figure 5

### HDAC3-regulated transcriptome changes in AM subsets.

CD11<sup>chi</sup>Siglec-F<sup>hi</sup> lung AMs were sorted from *Hdac3<sup>fl/fl</sup>* and *Cd11c<sup>cre</sup>Hdac3<sup>fl/fl</sup>* adult mice for scRNA-seq analysis. Scatter plot depicting genes differentially expressed between two groups in each AM subset.

## Supplementary Figure 6

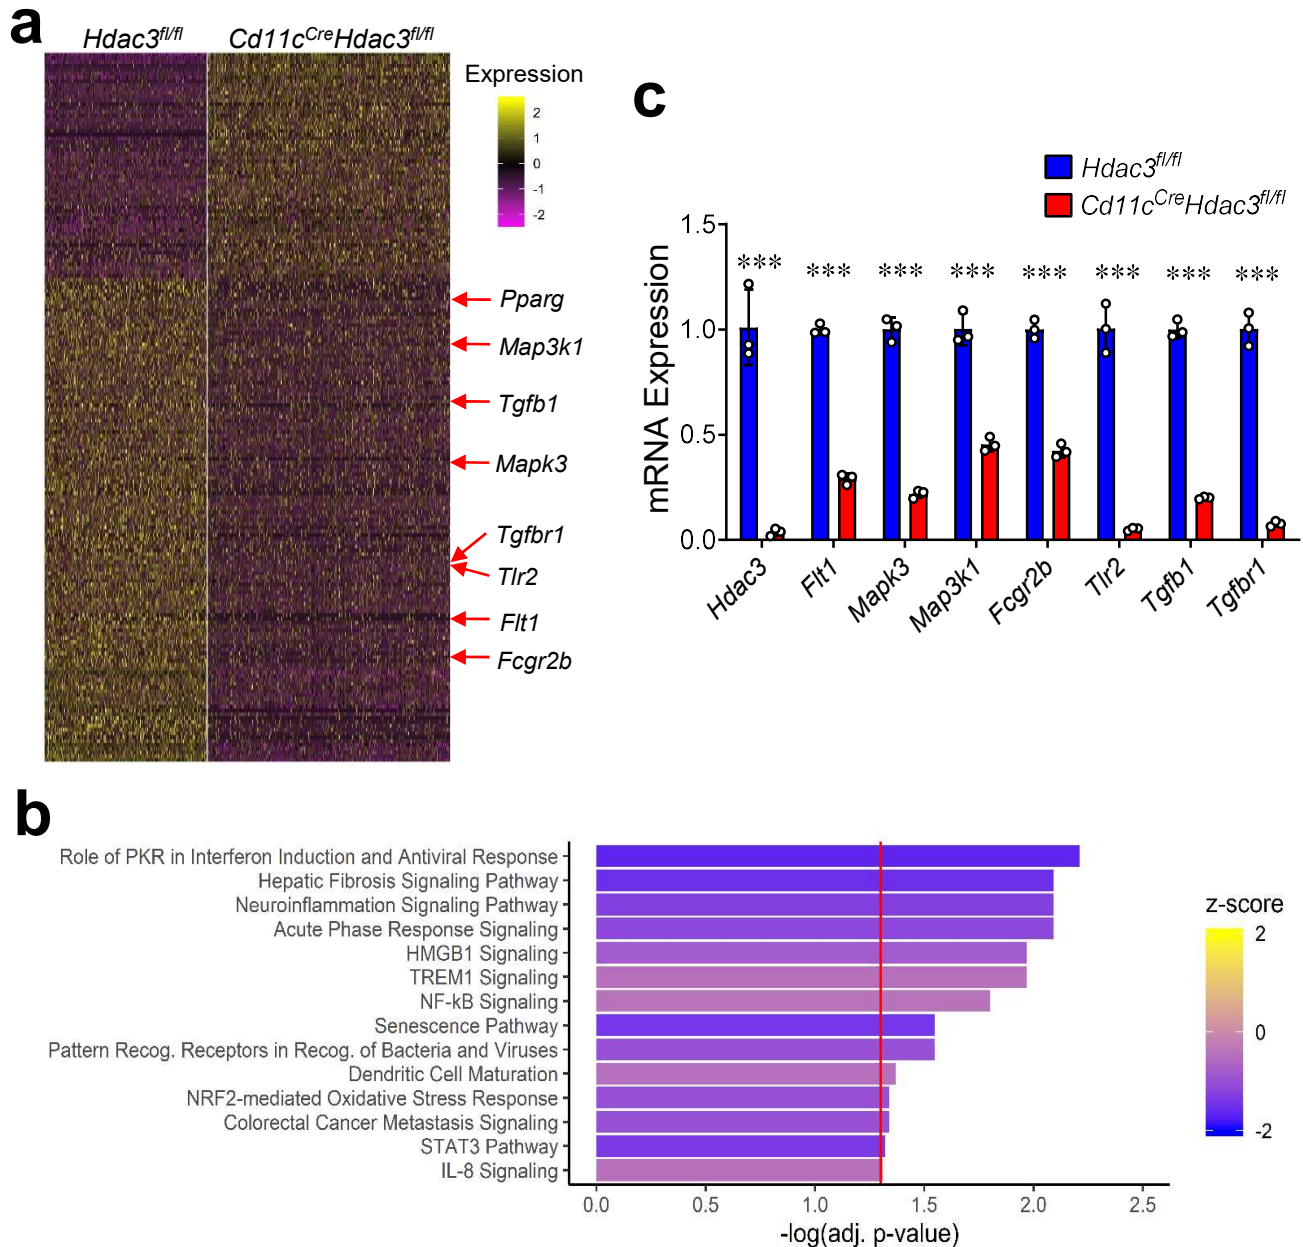

## Supplementary Figure 6

### HDAC3-regulated transcriptome changes in AM populations.

CD11c<sup>hi</sup>Siglec-F<sup>hi</sup> lung AMs were sorted from *Hdac3*<sup>fl/fl</sup> and *Cd11c<sup>cre</sup>Hdac3*<sup>fl/fl</sup> adult mice for scRNA-seq analysis. (a) Heat map showing genes differentially expressed between two groups. (b) IPA analysis of canonical pathways inhibited in the AMs from *Cd11c<sup>cre</sup>Hdac3*<sup>fl/fl</sup> mice. Adjusted P value < 0.05 by the right-tailed Fisher's exact test with the Benjamini-Hochberg correction for multiple testing; Z-score < 0. (c) qRT-PCR analysis of dysregulated genes related to TREM1, NF-kB and STAT3 pathways from *Hdac3*<sup>fl/fl</sup>; *Cd11c<sup>cre</sup>Hdac3*<sup>fl/fl</sup> (n = 3) biologically independent samples (mean ± SD). \*\*\**P* = 7.3e−4 (*Hdac3*), 3.9e−6 (*Flt1*), 2.2e−5 (*Mapk3*), 3.4e−4 (*Map3k1*), 5.2e−5 (*Fcgr2b*), 1.5e−4 (*Tlr2*), 4.8e−6 (*Tgfb1*), 3.8e−5 (*Tgfb1*) by the Student's two-tailed unpaired *t* test. Source data are provided as a Source Data file.

# Supplementary Figure 7

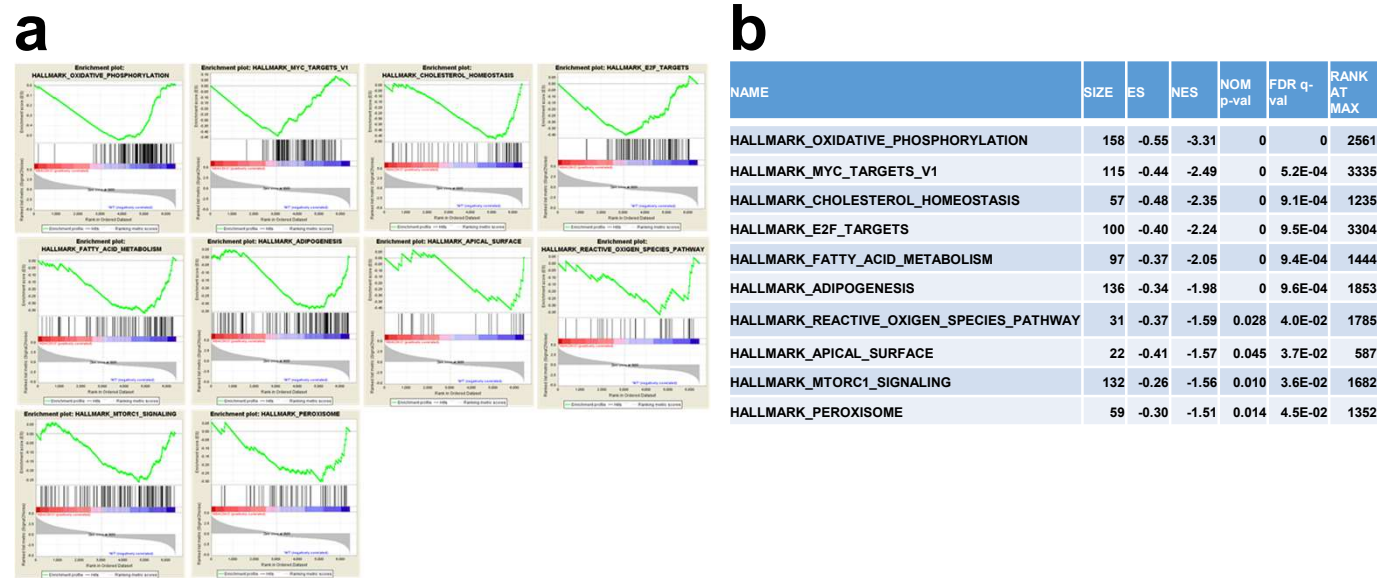

## Supplementary Figure 7

GSEA analysis of downregulated genes in the fetal preAMs from *Csf1<sup>trCre</sup>Hdac3<sup>fl/fl</sup>* mice.

(a) Enrichment plots for gene sets with negative NES and FDR below 0.05. (b) The table presents the enriched gene sets with the number of genes belonging to each gene set (SIZE), their enrichment scores (ES), normalized enrichment scores (NES), nominal *P*-values (NOM p-val), FDR q-values (FDR q-val), and the position in the ranked list at which the maximum enrichment score occurred (RANK AT MAX). The statistical methods were used by GSEA algorithm: ES computed based on two-tailed weighted Kolmogorov-Smirnov test; the significant of ES (nominal *P*-values) estimated using an empirical phenotype-based permutation test procedure; FDR q-values calculated with Benjamini-Yekutieli correction for multiple testing.

# Supplementary Figure 8

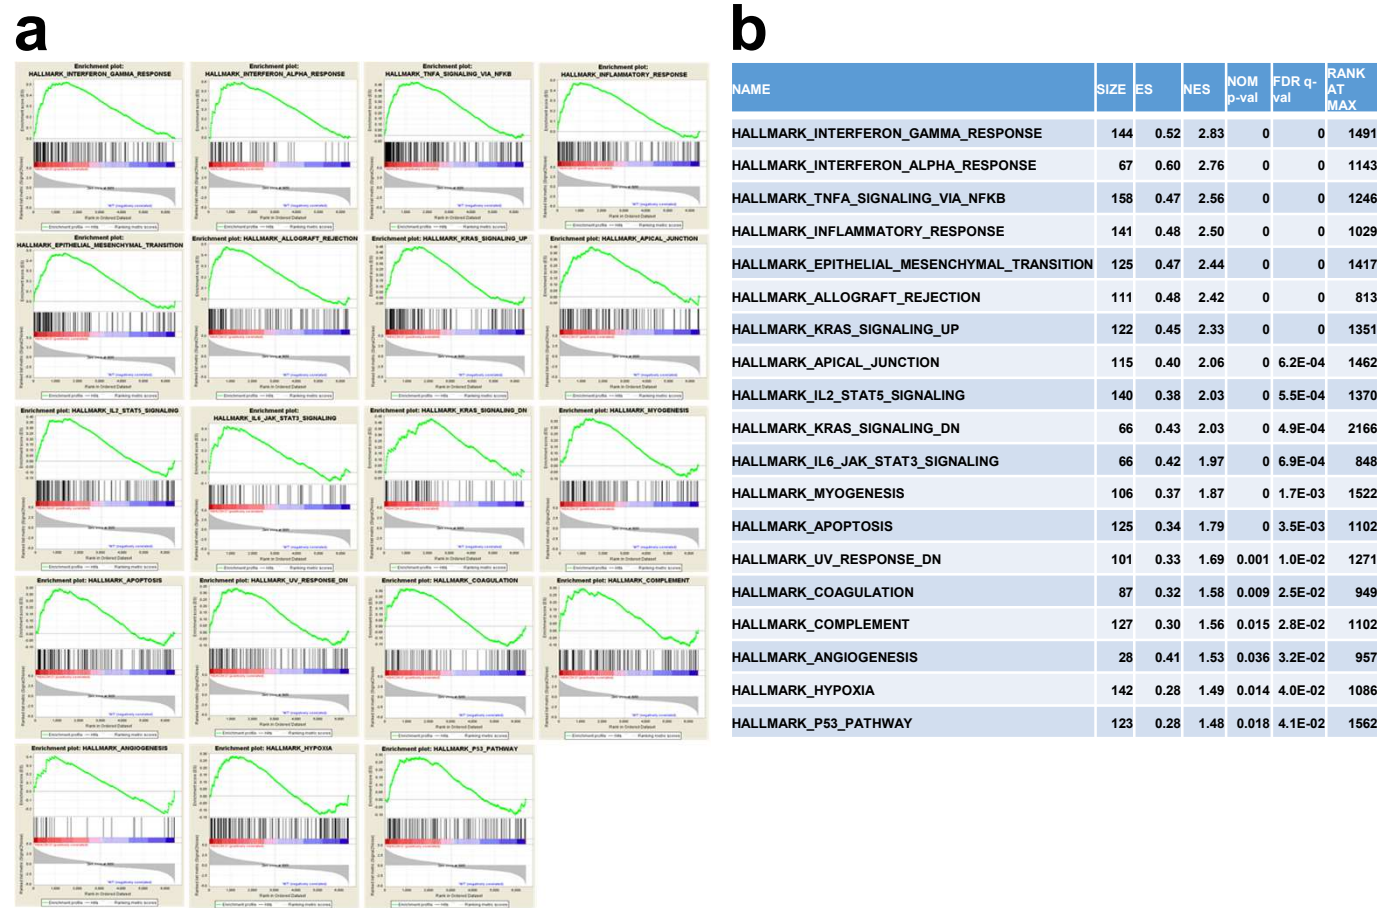

## Supplementary Figure 8

GSEA analysis of upregulated genes in the fetal preAMs from *Csf1r<sup>iCre</sup>Hdac3<sup>fl/fl</sup>* mice.

(a) Enrichment plots for gene sets with positive NES and FDR below 0.05. (b) The table presents the enriched gene sets with the number of genes belonging to each gene set (SIZE), their enrichment scores (ES), normalized enrichment scores (NES), nominal *P*-values (NOM p-val), FDR q-values (FDR q-val), and the position in the ranked list at which the maximum enrichment score occurred (RANK AT MAX). The statistical methods were used by GSEA algorithm: ES computed based on two-tailed weighted Kolmogorov-Smirnov test; the significant of ES (nominal *P*-values) estimated using an empirical phenotype-based permutation test procedure; FDR q-values calculated with Benjamini-Yekutieli correction for multiple testing.

## Supplementary Figure 9

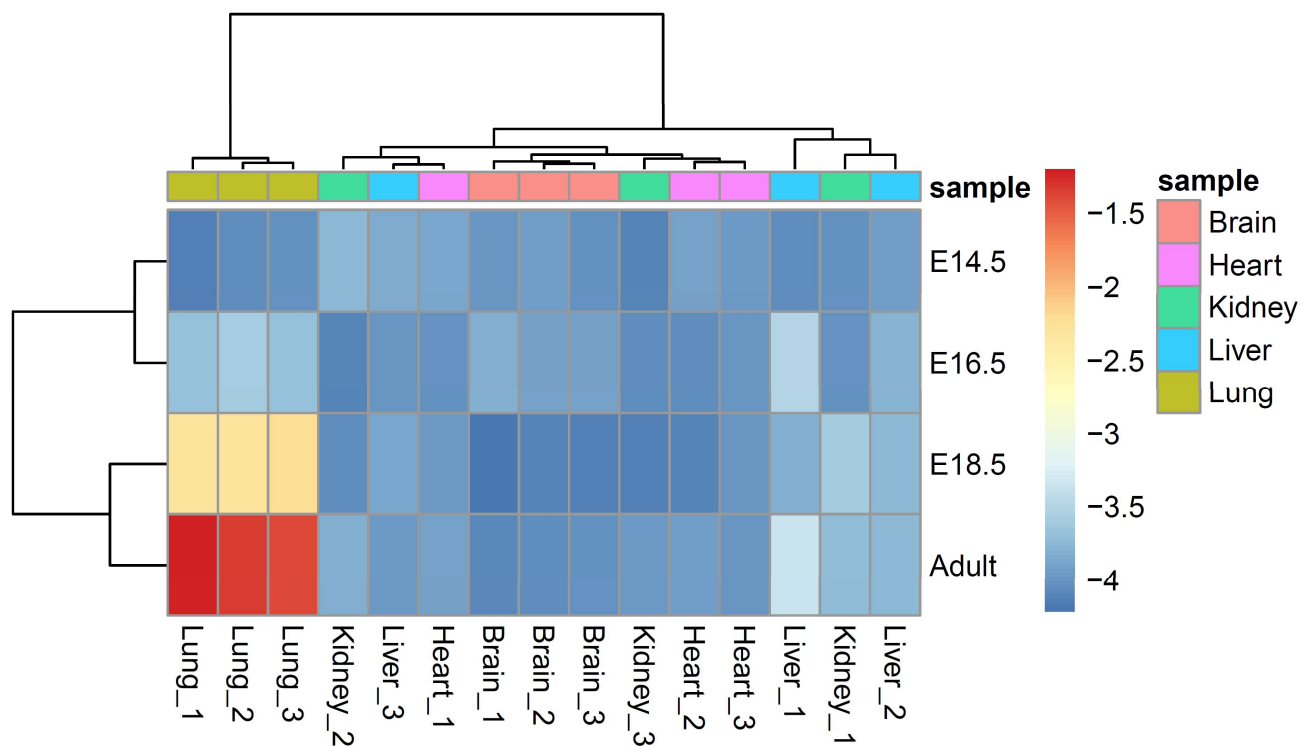

## Supplementary Figure 9

### PPAR- $\gamma$ mRNA expression profile during TRM development.

Heat map representation of mRNA expression of PPAR- $\gamma$  in TRMs of lung, kidney, liver, brain, and heart from C57BL/6 mice at E14.5, E16.5, E18.5 and adulthood determined by qRT-PCR.  $n = 3$  biologically independent samples for each organ and time point. Data were normalized to GAPDH expression (delta Ct) for individual sample. Color scale for expression values of  $-\text{Log}_2(\text{delta Ct})$ . Source data are provided as a Source Data file.

**Supplementary Table 1**

| Antibody         | Clone     | Conjugate   | Company           | Catalog#     | Concentration  |
|------------------|-----------|-------------|-------------------|--------------|----------------|
| CD11b            | M1/70     | PerCP/Cy5.5 | eBioscience       | 45-0112-82   | 0.05 µg/100 µL |
| CD11b            | M1/70     | APC-CY7     | Biolegend         | 101226       | 0.1 µg/100 µL  |
| CD11b            | M1/70     | FTIC        | eBioscience       | 11-0112-85   | 0.25 µg/100 µL |
| CD11c            | N418      | PE          | eBioscience       | 12-0114-83   | 0.1 µg/100 µL  |
| CD11c            | N418      | APC         | eBioscience       | 17-0114-82   | 0.1 µg/100 µL  |
| CD11c            | N418      | PerCP/Cy5.5 | Biolegend         | 117328       | 0.1 µg/100 µL  |
| CD11c            | N418      | ef450       | eBioscience       | 48-0114-82   | 0.05 µg/100 µL |
| CD11c            | N418      | PE-Cy7      | Biolegend         | 117318       | 0.1 µg/100 µL  |
| CD117 (c-Kit)    | 2B8       | PerCP/Cy5.5 | BioLegend         | 105824       | 0.2 µg/100 µL  |
| CD117 (c-Kit)    | 2B8       | PE          | eBioscience       | 12-1171-82   | 0.05 µg/100 µL |
| CD207 (langerin) | 4C7       | PE          | Biolegend         | 144204       | 0.1 µg/100 µL  |
| CD207 (langerin) | 4C7       | APC         | Biolegend         | 144206       | 0.2 µg/100 µL  |
| CD45             | 30-F11    | APC         | Tonbo Biosciences | 20-0451-U100 | 0.01 µg/100 µL |
| CD45             | 30-F11    | FITC        | Tonbo Biosciences | 35-0451-U500 | 0.5 µg/100 µL  |
| CD45             | 30-F11    | PE          | Tonbo Biosciences | 50-0451-U100 | 0.1 µg/100 µL  |
| CD45             | 30-F11    | APC-Cy7     | BioLegend         | 103116       | 0.05 µg/100 µL |
| CD45.1           | A20       | APC         | Tonbo Biosciences | 20-0453-U100 | 0.1 µg/100 µL  |
| CD45.1           | A20       | FITC        | Tonbo Biosciences | 35-0453-U500 | 0.1 µg/100 µL  |
| CD45.1           | A20       | APC-ef780   | eBioscience       | 47-0453-82   | 0.2 µg/100 µL  |
| CD45.2           | 104       | PE          | eBioscience       | 12-0454-82   | 0.2 µg/100 µL  |
| CD45.2           | 104       | PerCP/Cy5.5 | eBioscience       | 45-0454-82   | 0.1 µg/100 µL  |
| CD45.2           | 104       | FITC        | Tonbo Biosciences | 35-0454-U500 | 0.25 µg/100 µL |
| CD64             | X54-5/7.1 | PE          | eBioscience       | 12-0641-82   | 0.05 µg/100 µL |
| F4/80            | BM8       | eFluor 450  | eBioscience       | 48-4801-82   | 0.05 µg/100 µL |

|           |             |                    |                      |                  |                |
|-----------|-------------|--------------------|----------------------|------------------|----------------|
| F4/80     | BM8.1       | APC                | Tonbo<br>Biosciences | 20-4801-<br>U100 | 0.1 µg/100 µL  |
| I-A/E     | M5/114.15.2 | PE                 | eBioscience          | 12-5321-83       | 0.02 µg/100 µL |
| I-A/E     | M5/114.15.2 | APC                | eBioscience          | 17-5321-82       | 0.1 µg/100 µL  |
| I-A/E     | M5/114.15.2 | FITC               | eBioscience          | 11-5321-82       | 0.05 µg/100 µL |
| I-A/E     | M5/114.15.2 | eFluor 450         | eBioscience          | 48-5321-82       | 0.04 µg/100 µL |
| Ly6c      | H41.4       | Alexa Fluor<br>488 | eBioscience          | 53-5932-82       | 0.1 µg/100 µL  |
| Siglec F  | E50-2440    | PE                 | BD<br>Biosciences    | 552126           | 0.1 µg/100 µL  |
| Siglec F  | E50-2440    | eFluor 660         | eBioscience          | 50-1702-82       | 0.1 µg/100 µL  |
| Annexin V |             | APC                | eBioscience          | 17-8007-74       | 2.0 µL/100 µL  |

---

**Supplementary Table 1: Antibodies used for flow cytometry**

**Supplementary Table 2**

| Gene<br>(Accession) | Forward (5'→3')          | Reverse (5'→3')          |
|---------------------|--------------------------|--------------------------|
| <i>Gapdh</i>        | GGTGAAGGTCGGTGTGAACG     | TGTAGACCATGTAGTTGAGGTCA  |
| <i>Hdac3</i>        | AGCTGGACACCCAATGAAAC     | TGTTGCTCCTTGCAGAGATG     |
| <i>Il1b</i>         | GAGGACATGAGCACCTTCTTT    | GCCTGTAGTGCAGTTGTCTAA    |
| <i>Il6</i>          | TCCAGTTGCCTTCTTGGGAC     | GTACTCCAGAAGACCAGAGG     |
| <i>Tnf</i>          | ACAAAGGTGCCGCTAACCACATGT | ATGCTGCTGTTTCAGTCGAAGGCA |
| <i>Pparg</i>        | TGGGTGAAACTCTGGGAGATTC   | GAGAGGTCCACAGAGCTGATTCC  |
| <i>Ppargc1b</i>     | GGTGTTCGGTGAGATTGTAGAG   | CTGAACACCGGAAGGTGATAAA   |
| <i>Acs1l</i>        | GCTTGTGGATGTGGAAGAAATG   | TCTTGCTGGGTCTTTCAAGTAG   |
| <i>Atf3</i>         | CTCCTGGGTCACTGGTATTTG    | CCGATGGCAGAGGTGTTTAT     |
| <i>Atp5g3</i>       | GGGAGTTTCAGACCAGTGTAAT   | TCCAATACCAGCACCAGAAC     |
| <i>Atp5l</i>        | AGACGTACCTTCCACCTTAGA    | CAATCGAGGCTTCGAGTAAGT    |
| <i>Bmp2</i>         | AGTAGTTTCCAGCACCGAATTA   | TTCACTAACCTGGTGTCCAATAG  |
| <i>Ccnd1</i>        | CAGAGGCGGATGAGAACAAG     | GAGGGTGGGTGGAATGAA       |
| <i>Cd38</i>         | GTGGCAGGATTAGAAGGTATGG   | TGAAGGCTGTTAGTGGAATAGTG  |
| <i>Cidec</i>        | ATGGACTACGCCATGAAGTCT    | CGGTGCTAACACGACAGGG      |
| <i>Cox5A</i>        | GATGCTCGCTGGGTGACATA     | AACCGTCTACATGCTCGCAA     |
| <i>Cox5B</i>        | AGAAGGGACTGGACCCATACA    | CCTTTGTGCAGCCAAAACCA     |
| <i>Cox6a1</i>       | GAGGGTTCAGCTCGGATGTG     | GGTCTCTCGTGCTCTTCGTG     |
| <i>Cox6b1</i>       | AACTACCTGGACTTCCACCG     | GGTACCACTCACACACGGAG     |
| <i>Cox6C</i>        | GCCTATAAGTTTGCGTGGC      | TTGGAGCGCAATCCAAAGAA     |
| <i>Cox7B</i>        | AATTTGCACCAAGGCAGCAG     | CTTCGAACCTGGAGACGGCTT    |
| <i>Fabp4</i>        | GTGAAGAGCATCATAACCCTAGAT | CACGCCTTTCATAACACATTCC   |
| <i>Fcgr2b</i>       | CTGAGGCTGAGAATACGATCAC   | CCAATGCCAAGGGAGACTAAA    |
| <i>Flt1</i>         | CCGAATGGCTTTCACGTTTC     | GCAGAATCCAGGTAATGTCTCT   |
| <i>Map3k1</i>       | AATGTTCCCAGCACCATCA      | GAGGAGATGCGGAAGGTATTT    |
| <i>Mapk3</i>        | CAGAGTGGCCATCAAGAAGAT    | GGATGTCTCGGATGCCTATAAC   |

|                     |                                 |                               |
|---------------------|---------------------------------|-------------------------------|
| <i>Mgst3</i>        | GTACAGCACAGATCCTGAGAAC          | GTAAACACCTCCCACCGTTAG         |
| <i>Mmp2</i>         | GTTCAACGGTCGGGAATACA            | GCCATACTTGCCATCCTTCT          |
| <i>Ndufa4</i>       | AGCCATGGAACAACTGGGT             | ATTGTGCGGATGGCTTCTGA          |
| <i>Ndufa8</i>       | GAGTTTATGCTGTGCCGCTG            | TACTCTGTGAAAGGCTCCGC          |
| <i>Ndufb2</i>       | TTTGGCATGACTCGGATGCT            | TCCTCGTCATCAGGAGGGAT          |
| <i>Nr1h3</i>        | TTGCGTAGCATTAAAGGGAGAG          | GGCTCTCCTGGCTAGTTTATTT        |
| <i>Sdhb</i>         | GACGTCAGGAGCCAAAATGG            | CTCGACAGGCCTGAAACTGC          |
| <i>Tgfb1</i>        | <i>GCTGTACATTGACTTTAGGAAGGA</i> | <i>AGGGTCCCAGACAGAAGTT</i>    |
| <i>Tgfb1</i>        | <i>GGGCTTAGTGTTCTGGGAAA</i>     | <i>CCGATGGATCAGAAGGTACAAG</i> |
| <i>Tlr2</i>         | <i>CCAAAGAGCTCGTAGCATCC</i>     | <i>AGGGGCTTCACTTCTCTGCT</i>   |
| <i>Uqcrfs1</i>      | CAGTCGAAGTGTCCCAGTTAAG          | CACAACCAAGATGAGTACAGACA       |
| <i>Uqcrq</i>        | TTCAGCAAAGGCATCCCCAA            | CGACTGCTCAAACCTCCTGGT         |
| <i>Pparg-ChIP</i>   | CTCAGTGTGGGAACCAAGATTA          | GCTACAGAGGAAGAGGAATGAC        |
| <i>Atp5l-ChIP</i>   | CACCCATTACCGACTTCTT             | CAGCTCCTACTGGCTTGTTT          |
| <i>Cox5a-ChIP</i>   | GGCCCTGCATTGCTAGATAA            | GACACATACCACAACCAAACAAA       |
| <i>Cox5b-ChIP</i>   | GTGGCTAACAGGCATAACAAAC          | GGCTTCCACCACGAATCATA          |
| <i>Cox6a1-ChIP</i>  | CAGGCAGCCAAGATCCTAAA            | CCTCCAGGCATCCGTTATTG          |
| <i>Ndufa4-ChIP</i>  | CGAGCTATACTGGACGAAAGTG          | AAGGGATCGTCATCGTGTAATC        |
| <i>Sdhb-ChIP</i>    | GGAAGAGAGAACAGAAAGACAGAG        | CGGAGTACAACCTAGCAGGATTT       |
| <i>Uqcrfs1-ChIP</i> | AGACAGAGAGGCAGGATTAGA           | TACCTACTTGGCACTGCTTG          |
| <i>Uqcrq-ChIP</i>   | ACCAGGCCTTTGCATAACA             | GAGTAAGGGACAGCAGAAGAAC        |

**Supplementary Table 2: Primers used for qRT-PCR and ChIP-qPCR**

Supplementary Table 3

| Primers                            | Sequence (5'→3')                                                  |
|------------------------------------|-------------------------------------------------------------------|
| <b>multiplexing adapter-top</b>    | GATCGGAAGAGCACACGTCT                                              |
| <b>multiplexing adapter-bottom</b> | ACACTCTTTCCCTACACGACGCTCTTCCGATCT                                 |
| <b>MultipPCR Primer1.0</b>         | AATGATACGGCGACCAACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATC*T      |
| <b>Primer2- IndexM1-64</b>         | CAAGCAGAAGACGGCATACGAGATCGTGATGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| <b>Primer2- IndexM2-64</b>         | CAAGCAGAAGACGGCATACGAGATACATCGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| <b>Primer2- IndexM3-64</b>         | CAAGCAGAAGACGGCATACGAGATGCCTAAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| <b>Primer2- IndexM4-64</b>         | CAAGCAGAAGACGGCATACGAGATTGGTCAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| <b>Primer2- IndexM5-64</b>         | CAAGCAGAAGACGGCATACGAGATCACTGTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| <b>Primer2- IndexM6-64</b>         | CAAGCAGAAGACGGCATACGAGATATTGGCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| <b>Primer2- IndexM7-64</b>         | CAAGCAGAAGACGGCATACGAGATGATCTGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| <b>Primer2- IndexM8-64</b>         | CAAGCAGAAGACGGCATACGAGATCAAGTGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T  |
| <b>Primer2- IndexM9-64</b>         | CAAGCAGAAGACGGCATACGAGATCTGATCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| <b>Primer2- IndexM10-64</b>        | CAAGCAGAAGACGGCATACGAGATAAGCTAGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| <b>Primer2- IndexM11-64</b>        | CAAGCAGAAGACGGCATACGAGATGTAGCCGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |
| <b>Primer2- IndexM12-64</b>        | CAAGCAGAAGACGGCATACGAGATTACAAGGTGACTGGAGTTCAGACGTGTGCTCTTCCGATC*T |

Supplementary Table 3: Primers used for RNA sequencing

# Supplementary material for: Histone deacetylase 3 controls lung alveolar macrophage development and homeostasis
**Source:** Nat Commun. 2020 Jul 30;11:3822. doi: 10.1038/s41467-020-17630-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Information

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Differentially expressed genes in preAMs at E18.5 from bulk RNA-seq.

File Name: Supplementary Data 2

Description: Gene ontology analysis of differentially expressed genes in preAMs from bulk RNA-seq.

File Name: Supplementary Data 3

Description: HDAC3-binding genes in AMs from ChIP-seq.

# Supplementary material for: Histone deacetylase 3 controls lung alveolar macrophage development and homeostasis
**Source:** Nat Commun. 2020 Jul 30;11:3822. doi: 10.1038/s41467-020-17630-6
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All ChIP-seq, bulk RNA-seq, and scRNA-seq data reported here have been deposited in the Gene Expression Omnibus (GEO) under accession number SuperSeries

GSE122533. The data of PPAR- $\gamma$  microarray (GSE602497, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE60249>) had been previously disclosed in GEO by other researches. DAVID Bioinformatics Resources 6.860 (<https://david.ncifcrf.gov/>) and RPG: Ribosomal Protein Gene database70 (<http://ribosome.med.miyazaki-u.ac.jp/>) are both publicly accessible. The source data underlying Figs. 1a-c, e, f, h, j, 2a-f, 3b, 4b, e, f, 5a, f, g, j, k, 6e, h, 7a, b, f, g, j, Supplementary Figs. 2a, b, 3a, b, 4a, b, 6a-c, 9 are provided in the Source Data file. The data supporting this study are available in the Article, Supplementary Information, Source Data or available from the authors upon reasonable requests. Source data are provided with this paper. The reporting summary and editorial checklist for this article are available as a Supplementary file.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

## Antibodies

internal validation. See manufacturers websites for validation statements (<https://www.emdmillipore.com/>; <https://www.abcam.com/>; <https://www.cellsignal.com/>) found in technical data sheets.

## Eukaryotic cell lines

Policy information about [cell lines](#)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).  
☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

### Methodology

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

How the deposited data were processed for this re-analysis (not part of the article)

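Single-cell RNA-seq of AMs sorted from the lungs of 1 Hdac3fl/fl WT adult mouse was analysed; the cKO library of the same experiment was not analysed here. The authors counted UMIs per gene and cell with Cell Ranger 2.1 on mm10, describe filters on cells and genes, and deposited the natural log of 1 plus the UMIs of each gene per 10000 UMIs of the cell (the LogNormalize step of Seurat). The authors also deposited a scaled score for each gene and cell, which is the log value after regression on UMIs per cell and percent mitochondrial content, centred, divided by the standard deviation of the gene and capped at 10. Reads, alignment and cell calling were not repeated.

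The values cover 2055 cells and 11918 genes, 3 of which have no UMI in any cell. The exponential of the log values less 1 was a whole multiple of a single step in each cell (100% of the values), which gave UMI counts per gene and a total of 7222978 UMIs, with 1143 to 8603 per cell and a median of 3278. The regression and scaling were repeated from the recovered UMIs and compared with the deposited scores over 11915 genes. The correlation across cells had a median of 1.00 over genes, a 1st percentile of 0.976 and a minimum of 0.574. Gene positions were taken from GENCODE release M21 of GRCm38, the build named by the authors, by gene symbol. Sharing of sequence between a named gene and other genes was measured as the share of 98-base sequences in the last 300 bases of its protein-coding transcripts that occur in a transcript of another gene.

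Cells were clustered on the first 15 principal components of the deposited scores of the 500 genes with the highest dispersion, normalized within 20 bins of mean expression, with the shared nearest neighbour graph (30 neighbours) and Louvain clustering of Seurat 5.3.0 in R 4.3.3 at a resolution of 0.8. The paper's text names no resolution. Clusters were named by the mean z score of the top 10 genes of clusters 2, 3 and 4 in the source data of Fig. 4b, with a minimum of 0.5. All other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

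For tests of genes, each UMI was assigned with a probability of 0.5 to a training set or a test set; cells were clustered and named on the training set, with the regression repeated on it because the deposited scores cannot be split, and genes were compared on the test set. The difference in mean log value between a cluster and all other cells was tested with a one-sided permutation test of the cell labels (100000 resamples, smallest p 1e-05) with Benjamini-Hochberg adjustment over the named genes and a threshold of 0.05. The rule for the named genes was set before the data were examined. It takes the genes the paper names for the clusters in its results, Fig. 4c and discussion, Hdac3, Pparg and the genes named with the comparison of WT and cKO AMs, the 3 genes outside the Fig. 4b list with the largest difference in each of clusters 2 to 4, which the data pick and which were not tested, and genes of marker lists where a list is discussed. Because no cells were named cluster 3, the further genes of that cluster were taken from the cluster named by the genes in the text. Shares of cells have 95% Wilson intervals, which cover sampling of cells and counting of UMIs only. Gene lists were compared by the percentile of their median among 10000 random lists drawn from the 100 genes nearest in mean expression to each listed gene. With a single library there is no replicate, no pairing and no test between mice.

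The steps were tested on simulated cells with the UMI totals of the real cells, split into training and test sets. Clusters were sought on the training set, which in the real data had a median of 1640 UMIs per cell. A group of 103 cells in which 100 genes were raised 3-fold was recovered as a cluster with 98 of its cells and 13 others, and 100 of 100 changed genes passed among 400 tested, with 0 of 200 unchanged genes. A group of 123 cells in which 100 genes were raised 2-fold was not recovered as a cluster, since the best matching cluster held 36 of its cells and 435 others, and 0 of its 100 genes passed. With the true cells of that group, 94 of its 100 genes passed and 0 of 200 unchanged genes did. A population set apart by changes of that size can therefore be missed with these settings at the depth of the training set. Clustering on all UMIs was not simulated.

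Alternatives covered the resolution, the number of components and of variable genes, binning of dispersion, regression, the threshold and manner of naming, limits on genes per cell, the same UMI total in every cell, all values in place of the test set, comparison with cluster 1 only, the constant added before the log, and limits on detection. Naming by the genes in the text, cells with at most 5% mitochondrial content, and 4 other random splits of the UMIs were added after seeing the data. Comparisons of cKO and WT AMs (Fig. 4d-f and Supplementary Figs. 5 and 6) were left out because the cKO library was not analysed here.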

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

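The signals below lie in genes that the paper does not discuss. The tests on both were chosen after the signals were seen.

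A single cell held 940 of the 1006 UMIs of Jchain in the library (93.4%). Jchain (ENSMUSG00000067149) lies on chromosome 5 of GRCm38 from 88519809 to 88527891 and encodes the chain that joins secreted immunoglobulin polymers. It took 23.8% of the 3952 UMIs of that cell, while 65 other cells held at most 2 UMIs each, and the level is above the 3 UMIs set as the smallest that counts as detected. The cell had 1336 detected genes, inside the limits of the authors' filter, and lay in a data cluster of 510 cells that took the name of cluster 1. A candidate explanation is a cell of another type, such as a plasma cell, inside the sorting gate. Of 12 further plasma cell genes, 9 are listed in the library and 6 were present in the cell, where they took 0.564% of the UMIs outside Jchain. The median of the other cells was 0.0881% and the highest was 0.494%, so no other cell reached that share, but the genes of the list missing from the library leave the test undecided. An alternative is an AM and another cell in 1 droplet. The share of AM identity genes in the cell was 1.39% against a median of 3.64% in the other cells, at percentile 0.438. RNA of another cell would also lower this share in a droplet with an AM, and 42 UMIs of these genes were present, so the cell cannot be told apart from an AM and another cell in 1 droplet. With a single cell and a single library, the plasma cell remains a hypothesis, and no biological explanation from the study design was tested.

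Transcripts of the lung epithelium list (Sftpc, Scgb1a1, Sftpa1, Sftpb and Sftpd) were present in 259 cells, or 12.6% (95% Wilson interval 11.2% to 14.1%), with 362 UMIs in all and at most 6 in a cell. Sftpc had 172 UMIs in 141 cells and Scgb1a1 had 148 UMIs in 113 cells. RNA of lysed cells, carried into droplets evenly, would spread over cells in proportion to their totals. The dispersion index of the UMIs was 1.69, outside the range of 0.876 to 1.14 that holds the central 95% of 10000 Poisson draws. Even spread of free RNA therefore does not account for the whole signal. The list had a median difference of 0.0387 in cluster 2, at percentile 98.15 of random lists. It was at percentile 2.73 in the MHC class II-expressing cluster and 2.28 in cluster 4. The list has 5 genes with few UMIs, so these values do not tell the source. Uneven uptake, such as fragments of cells or material taken up by AMs, was not tested, and no biological explanation was tested.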

How the results depend on the processing

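The choices below were set before the data were examined unless said otherwise. No paired analysis was possible because there is 1 library, and leaving out replicates or regrouping samples does not apply.

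The number of clusters, 7 in the main setting, lay between 5 and 10 under the alternatives, which include resolutions of 0.4 and 1.2. Over resolutions from 0.1 to 2.0 it rose from 3 to 13, so it depends on the resolution. The limit of 300 to 2500 genes leaves out no cell and could not change a result. The genes of clusters 2 and 4 passed the test in every setting tried, the added ones included (4 of 4 and 6 of 6). The shares of clusters 1, 2 and 4 stayed inside the 95% interval of the main value except in the following settings. With dispersion not binned, cluster 1 was 85.7%, cluster 4 was 4.87% and cluster 3 rose from 0 to 4.91%, although on the training set this setting named no cluster 3. With each cell named by its own score, cluster 1 was 87.4%, cluster 3 was 2.14% and 4 of the 4 genes of cluster 3 were higher, against 0 in the main setting, where no cell had that name. With 20 components, cluster 2 was 6.33%. With the same UMI total in every cell, cluster 2 was 6.32% and the median number of genes per cell fell from 1454 to 964, as it follows depth. With all values in place of the test set, 100% of the Fig. 4b genes were in the listed direction, against 99.7%, but clusters and directions then rest on the same values. The cause was not tested for cluster 3 with dispersion not binned or for cluster 2.

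Among the alternatives chosen after seeing the data, naming clusters by the genes in the text gave 79.9% for cluster 1, 8.95% for cluster 3, 4 of 4 genes higher in cluster 3, and 86.2% of the Fig. 4b genes in the listed direction, with 137 of 206 in cluster 3, which the main setting does not count, and 10 of 14 in cluster 1, against 13 of 14. The genes higher in cluster 1 fell from 4 to 3 of 4. Other random splits of the UMIs gave 2, 2, 3 and 1 of the 4 genes of cluster 1 higher (splits 2 to 5), where the main split gave 4, so the count for cluster 1 depends on the split. The genes of cluster 1 kept their direction in each of these splits. With cells of at most 5% mitochondrial content, 1671 cells, the shares stayed inside the main intervals and 3 of the 4 genes of cluster 1 were higher, as Mrc1 did not pass (adjusted p = 0.0617 in the permutation test).

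Of the single genes, 2 results under the alternatives set beforehand and 10 under those added later were weaker, all for Mrc1, Mpeg1 or Ltc4s in cluster 1, and none was reversed. Of the 2, that of Ltc4s in the comparison with cluster 1 only is the main comparison repeated with other random resamples, with the same difference of 0.130. Its adjusted p in the permutation test was 0.0513, where the main one was 0.0493. It therefore shows a result at the threshold and tests no change of setting. A requirement of at least 2 UMIs lowered the detection of each gene named with the comparison of WT and cKO AMs, for example from 31.7% to 7.59% for Pparg. On the training set of the simulated cells, a population with 100 genes raised 2-fold was not separated. In the real data the training set had a median of 1640 UMIs per cell, against 3278 with all UMIs. Other depths were not simulated, so the cause was not tested.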

Differences from the paper's values

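The share of cluster 3 among WT AMs was 0% here, and the paper's value is 3.3%. Of the alternatives set before the data were examined, dispersion not binned gave 4.91%, which is within 1.5 times the paper's value. Naming each cell by its own score gave 2.14%, which is not. The share stayed at 0% with a resolution of 0.4 or 1.2, the lowest resolution with at least 4 clusters, 10 or 20 components, 1000 variable genes, no regression, and the same UMI total in every cell. A mean z score of at least 1 and cells with 300 to 2500 genes also gave 0%, but could not have raised the share, since the first is stricter than the main setting and the second leaves out no cell. Naming clusters by the genes in the text, an alternative chosen after seeing the values, gave 8.95% and did not close the gap. The main shares of clusters 1, 2 and 4 were 88.9%, 5.26% and 5.89%, against the paper's 87.1%, 5.6% and 4.0%. For cluster 4 the values with 10 components (6.28%) and 20 components (6.08%) were more than 1.5 times the paper's.

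The paper describes 4 clusters of WT AMs. Here 7 data clusters were found at the main resolution, of which 2 took the names of clusters 2 and 4. The paper describes cluster 4 as the most minor, although by its own WT shares cluster 3 is smaller. By its cKO shares cluster 4 is the smaller. In the main setting cluster 4 was larger than cluster 2, with 5.89% against 5.26%, and the intervals overlap. The paper gives a filter on cells with high mitochondrial content, and 384 of the 2055 cells (18.7%, 95% Wilson interval 17.1% to 20.4%) had more than 5% of their UMIs on the 13 mitochondrial genes listed, with a highest value of 21.6%. The paper describes the removal of sex-specific and ribosomal protein genes. Xist is listed with 9067 UMIs in 1916 cells, Ddx3y with 2 UMIs in 2 cells, and 96 genes named Rpl or Rps with 13.6% of all UMIs. The paper describes the removal of genes found in few cells, and 279 of the 11918 listed genes were detected in fewer than 3 of these cells. The median number of genes per cell was 1454, above the paper's range of 1200 to 1300 over its libraries. The paper gives that range before it describes its filters, so it may refer to another set of cells.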

Other observations

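The tests on the 10 cells with the highest MHC class II expression and on the Fig. 4b percentages were chosen after the result was seen, the latter once cluster 3 genes had been found in few cells of the library. The other tests below were set out before their results were seen.

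The main split of the cells into clusters was weighed against technical sources. With UMIs drawn down to 1801 in each of 1850 cells, clusters 2 to 4 together held 11.6% of cells, inside the interval of 9.85% to 12.6% around the 11.1% found with all UMIs, so their share taken together did not follow the number of UMIs. The clusters moved in opposite directions, cluster 2 from 5.26% to 6.32%, outside its interval, and cluster 4 from 5.89% to 5.24%, and cells with fewer UMIs were left out, so the size of each cluster is less certain than the sum. Permuted values gave at most 6 clusters in 20 draws, against 7 in the data. Since permuted values also form several clusters at this resolution, the number of clusters by itself says little.

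No data cluster took the name of cluster 3. A candidate explanation is that the percentages of the Fig. 4b source data were computed over cells outside this library. The paper's percentages inside and outside cluster 3, weighted by its WT share of 3.3%, differ by more than 1 percentage point from the detection in the WT library for 162 of 206 genes (78.6%). The same held for 50.9% of the genes of cluster 2, 71.4% of those of cluster 1 and 83.8% of those of cluster 4. Of the paper's top genes of cluster 3, Plbd1 is listed as detected in 28.1% of the cluster, which at that share would be 19.1 WT cells, and the library holds 4 cells with Plbd1. For Il7r the paper's value inside the cluster implies 22.2 cells, against 3 in the whole library. For Tnip3 it implies 31.9 cells, against 22. For H2-Eb1 it implies 44.1 cells inside the cluster, and the whole library holds 192. The paper also lists H2-Eb1 in 8.7% of the cells outside the cluster, so 44.1 and 192 cannot be set against each other. At the paper's WT share, the percentages of Plbd1, Il7r and Tnip3 are thus higher than the cells of this library allow. That this is why no data cluster took the name of cluster 3 remains a hypothesis, and the cKO cells were not analysed here.

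Within the WT library, 10 cells (0.487%), picked on the training set by their share of MHC class II transcripts, held 44.8% of the H2-Eb1 UMIs of the test set, 34.7% of H2-Ab1, 31.9% of H2-Aa and 29.3% of Cd74. Cells of another type inside the sorting gate are a candidate explanation. With the MHC class II genes left out of the totals, a step added after seeing the values, the AM identity list had a median difference of -0.299 in these cells, at percentile 0.02 of random lists, and the dendritic cell list was at percentile 88.2. In the whole MHC class II-expressing cluster the AM identity list had a median difference of -0.0227, at percentile 1.96, the dendritic cell list had one of 0.00227, at percentile 82.1, and the interstitial macrophage and monocyte list was at percentile 26.9. For the cluster, the test required the dendritic cell or the interstitial macrophage list to be above the central 95% of random lists together with a lower AM identity list, and neither passed that level. For the 10 cells the dendritic cell list, the one tested there with the AM identity list, did not pass it either. The dendritic cell list has 6 of its 12 genes in the library, too few to decide, and the AM identity list was also low in cluster 2 (percentile 0), so lower AM genes do not point to another cell type by themselves. By these lists, the 10 cells cannot be told apart from dendritic cells inside the gate. In the cluster as a whole the median difference of the AM identity list was small (-0.0227). It was nevertheless below the central 95% of random lists, whose medians centred on 0.0243. Whether dendritic cells are among the cells of the cluster was left undecided. The interstitial macrophage and monocyte list, tested for the cluster alone, was not higher there.

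Cluster 4 was set against an immediate-early response to tissue dissociation. The immediate-early list without the Fig. 4b genes of the cluster was at percentile 100 of random lists, so cluster 4 cannot be told apart from cells that responded to the digestion of the lung. Immediate-early genes also varied outside cluster 4. The largest data cluster within cluster 1, with 619 cells, had Dusp1, Junb, Hmox1, Nr4a2, Rhob and Nr4a1 as the genes with the largest difference, and a mean log value over the immediate-early list of 1.11, against 0.769 to 0.908 in the other data clusters within cluster 1 and 1.34 in cluster 4.

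For the comparison of cKO and WT AMs the paper's source data list 186 genes, and the detection in the WT library was within 0.05 percentage points of the paper's WT value for all 186. Pparg was detected in 31.7% of WT cells (the paper's WT value is 31.7% and its cKO value 20.9%), Flt1 in 30.1% (the paper's 30.1% and 9.6%), and Fcgr2b in 51.1% (the paper's 51.1% and 23.2%). Hdac3 itself was detected in 5.60% of WT cells (95% Wilson interval 4.68% to 6.68%). Whether the listed genes follow the immediate-early response among WT cells was tested as a hypothesis. Without the immediate-early list, 121 genes the paper lists as lower in cKO AMs had a median correlation across WT cells of 0.0524 with the immediate-early score, with score and genes taken from separate UMIs, at percentile 99.8 of random lists, whose medians centred on 0.0421. The 56 genes listed as higher had a median of 0.0337, at percentile 42.5. The correlation was above 0 for 112 of the 121 genes and for 51 of the 56, so its sign does not set the lists apart. Among the 186 listed genes, 9 are on the immediate-early list, and 6 of these 9 are lower in cKO AMs. Of all 186 genes, 127 are lower, so immediate-early genes were not over-represented among the lower genes, though 9 genes are few. Part of the listed difference may still follow the extent of this response in the cell preparations. The correlations are small, genes are not independent replicates, and a difference between the preparations cannot be tested with the WT library alone.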
